# Characterization of the placental transcriptome through mid to late gestation in the mare

**DOI:** 10.1371/journal.pone.0224497

**Published:** 2019-11-14

**Authors:** Shavahn C. Loux, Pouya Dini, Hossam El-Sheikh Ali, Theodore Kalbfleisch, Barry A. Ball

## Abstract

The placenta is a dynamic organ which undergoes extensive remodeling throughout pregnancy to support, protect and nourish the developing fetus. Despite the importance of the placenta, very little is known about its gene expression beyond very early pregnancy and post-partum. Therefore, we utilized RNA-sequencing to characterize the transcriptome from the fetal (chorioallantois) and maternal (endometrium) components of the placenta from mares throughout gestation (4, 6, 10, 11 m). Within the endometrium, 47% of genes changed throughout pregnancy, while in the chorioallantois, 29% of genes underwent significant changes in expression. Further bioinformatic analyses of both differentially expressed genes and highly expressed genes help reveal similarities and differences between tissues. Overall, the tissues were more similar than different, with ~ 95% of genes expressed in both tissues, and high similarities between the most highly expressed genes (9/20 conserved), as well as marked similarities between the PANTHER pathways identified. The most highly expressed genes fell under a few broad categories, including endocrine and immune-related transcripts, iron-binding proteins, extracellular matrix proteins, transport proteins and antioxidants. Serine protease inhibitors were particularly abundant, including SERPINA3, 6 and 14, as well as SPINK7 and 9. This paper also demonstrates the ability to effectively separate maternal and fetal components of the placenta, with only a minimal amount of chorioallantoic contamination in the endometrium (~8%). This aspect of equine placentation is a boon for better understanding gestational physiology and allows the horse to be used in areas where a separation of fetal and maternal tissues is essential. Overall, these data represent the first large-scale characterization of placental gene expression in any species and include time points from multiple mid- to late-gestational stages, helping further our understanding of gestational physiology.

## Introduction

Pregnancy is dynamic with a continuous dialog between the conceptus and dam throughout gestation. This dialogue ensures that critical events, such as maternal recognition of pregnancy, establishment of appropriate placentation, angiogenesis, fetal growth and ultimately parturition occur at the proper times and in the proper order to ensure survival of the neonate. Even a small error in early gestation can result in pathologic conditions in later gestation. Despite this, most of the research directed toward the placenta over the past 40 years has focused primarily on either early or late pregnancy, with relatively little understanding of the physiology or gene expression of the mid-gestation placenta.

This lack of mid-gestational studies is a problem not only in the horse, but across all placental mammals. To the best of the authors’ knowledge, there have only been three large-scale gene expression studies in mid-gestation placenta, all performed on microarray platforms in the human or mouse. The human studies examined a range of gestational ages, comparing either first and second trimester placental gene expression[1], or second and third trimester[2]. The remaining study observed placental and embryonic gene expression at E12.5 in the mouse[3]. Other major gene-expression studies have either been performed on abnormal placentae, such as those obtained from cloned pregnancies[4], or on very early or late term placentae[5]. Moreover, no other mid or late gestation study has included the maternal (endometrial) aspect of the placenta. In many species, including human and mouse, it is not possible to separate the maternal and fetal placenta due to hemochorial placentation, making it difficult to study the maternal-fetal interaction during gestation. The horse has epitheliochorial placentation, making it a suitable model for studying the fetal (chorioallantois) and maternal (endometrium) aspects of the placenta, including maternal response.

In the horse specifically, there have been several sequencing and microarray studies conducted during early pregnancy. These studies include fetal membranes and/or endometrium from days eight to sixteen [6–8], oviductal epithelium at day four [9], inner-cell mass and trophectoderm cells [10], induced trophectoderm cells [11], in addition to early (33–34 d) chorionic girdle cells in horses [12], donkeys, mules and hinnies [13–15]. Additionally, our laboratory has examined the kinetics of the C14MC miRNA cluster in pregnancy using a portion of the data presented in this paper [16]. These studies not only identify some of the major changes in gene expression during these time periods, but also highlight the fact that the maternal and fetal aspects of the placenta play very different roles during pregnancy.

Despite the lack of major gene expression studies, placental health is still imperative to maintaining a healthy pregnancy, and the work that has been done on mid-gestation pregnancy has focused on methods of evaluating gestational health. In the horse, these include analyzing various factors in circulation including endocrine markers [17, 18], plasma proteins[19–21] and small RNAs [22]. In women, amniocentesis is frequently used [23–25]; although there is evidence that this may be a useful diagnostic tool in the horse [26], it has not yet been embraced by equine practitioners. Additional equine mid-gestational studies include work on fetal circulation and metabolism[27, 28], steroid production[29–32], fetal fluid composition[33] and placentation [34–36].

In the horse, the initial invasion of the fetal trophoblast into maternal tissues does not begin until 35–42 days of gestation with the formation of the endometrial cups [37], comprising the only form of invasion seen in equine placentation. As the endometrial cups form, the uterine epithelium reforms over the cups and development of microcotyledonary placentation is initiated; these microcotyledons encompass nearly the entire placental surface, but never initiate degradation of the maternal endometrium [38]. Prior to this, myometrial contractions are believed to hold the conceptus at the base of the uterine horn [37]. As placental development continues, the microvilli of the chorioallantois is mirrored by the endometrial sulci to maximize placental surface area and hemotrophic exchange [38], illustrating how the fetal and maternal tissues coordinate to function as a unit. Despite the importance of the endometrium in placentation, it has been largely ignored during earlier research efforts.

Given the overall lack of knowledge about mid-gestational gene expression in the endometrial and trophoblastic placenta, we aimed to characterize the transcriptome of the chorioallantois and the endometrium throughout gestation to gain a better understanding of placental physiology and the complementary roles of fetal and maternal tissues during equine pregnancy. To do so, we utilized next-generation sequencing to evaluate messenger RNA expression at a wide range of gestational time points, including 4 m, 6 m, 10 m and 11 m, employing bioinformatic tools to better understand the kinetics of the placental transcriptome throughout pregnancy.

## Materials and methods

### Animal use and tissue collection

All animal procedures were approved by and completed in accordance with the Institutional Animal Care and Use Committee of the University of Kentucky (Protocols #2014–1215 and 2014–1341). All horses (*Equus caballus*) used in this study were mixed-breed mares ranging from 250 to 600 kg and from four to nine years of age. All animals in this study were bred and owned by the University of Kentucky and mares were housed on pasture with free-choice grass hay available at all times.

Mares were bred via pasture mating, with pregnancy confirmed by transrectal ultrasonography between 14 to 35 days of gestation. Gestational age was determined by the size and morphology of the conceptus during the first ultrasound examination. Paired chorioallantois (CA) and endometrium (EN) were collected post-mortem at gestational ages 4 m, 6 m, 10 m and 11 m, with n = 4 animals per time point.

Following euthanasia, the intact uterus was removed, and full thickness sections of the uterus and placenta were taken from the body of the uterus, approximately 10 cm from the cervix. Gentle traction was applied to separate the chorioallantois from the endometrium manually, and the endometrium was carefully dissected from the underlying myometrium and stroma. Sections of all isolated tissues were stored in RNAlater (Thermo Fisher Scientific, Waltham, MA, USA), with samples held at 4°C for 24 hours, then frozen at -80°C until use.

Additional sections of uterus and chorioallantois were fixed in formalin for 24 hours at 4°C, then transferred to methanol until embedded in paraffin. Following affixation to slides, sections were stained with hematoxylin and eosin using an automated Sakura Prisma slide stainer (Torrance, CA, USA), following manufacturer’s instructions.

### RNA isolation and sequencing

Isolation of RNA from tissue was performed using RNeasy Mini Kit (Qiagen, Gaithersburg, MD, USA), per manufacturer’s instructions. After extraction, RNA was analyzed by NanoDrop® (Thermo Fisher Scientific) and Bioanalyzer® (Agilent, Santa Clara, CA, USA) to evaluate concentration, purity and integrity. All samples had a 230/260 ratio > 1.8, a 260/280 ratio > 2.0 and an RNA integrity number > 8.0.

Library preparation was performed using the TruSeq Stranded mRNA Sample Prep Kit (Illumina), per manufacturer’s instructions. The adapter for Read 1 was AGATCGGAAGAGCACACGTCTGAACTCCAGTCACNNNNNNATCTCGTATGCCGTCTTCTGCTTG, with NNNNNN signifying the index sequence. The read 2 adapter was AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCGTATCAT. All reads were quantified with qPCR. Sequencing was performed on a HiSeq 4000 (Illumina) using a HiSeq 4000 sequencing kit version 1, generating 150 bp paired-end reads (University of Illinois Roy J. Carver Biotechnology Center). FASTQ files were generated and demultiplexed using bcl2fastq v2.17.1.14 Conversion Software (Illumina). All sequencing data have been deposited in NCBI Sequence Read Archive via the Gene Expression Omnibus and are available through GEO Series accession numbers GSE136691 and GSE108279.

### RNASeq data analysis

The sequencing results were trimmed for adapters and quality using TrimGalore Version 0.4.4 (Babraham Bioinformatics; www.bioinformatics.babraham.ac.uk), then mapped to EquCab3.0 [39] using STAR-2.5.2b (github.com/alexdobin/STAR) [40]. Cufflinks-2.2.1 (cole-trapnell-lab.github.io/cufflinks/) [41] was used to quantify data in fragments per kilobase/million (FPKM), with the Equus_caballus_Ensembl_95 gtf file used for annotation (-G).

### Database construction and statistical analyses

For all data analyses, separate databases were created for chorioallantoic and endometrial samples. To qualify for inclusion, genes needed to have an average FPKM > 1 in at least one stage of gestation, with 50% or more samples showing expression. Differentially expressed genes were determined within tissue. Principal components analysis was performed on all genes included in either database to verify clustering. Two samples were identified as outliers (CA_10m_2, EN_4m_2) using K nearest neighbors by gestational tissue and age; these were excluded from all further analyses.

Initial identification of differentially expressed genes was performed using one-way ANOVA, with the Benjamini-Hochberg correction for false discovery rate (FDR P < 0.05). Gene expression as measured by FPKM was compared across gestational ages. Secondary analysis was by gestational age within tissue using the same methodology, directly comparing one gestational age to another.

To assess correlation between tissues, all genes from the chorioallantois and endometrium databases were considered, totaling 13,259 genes. Correlation was assessed using pairwise correlation by gestational age. K-means clustering was used to analyze normalized gene expression patterns across gestation for all DEG. Normalization was performed by gene, with the highest expression set to 1. For each gestational age, mean expression (FPKM) was determined, and this mean was used to normalize gene expression across gestational ages setting the maxima as one. The highly expressed genes were identified by averaging the FPKM for each gestational age, with the maximum of these used to determine order of expression. All statistical analyses were performed in JMP (SAS Institute, version 14.0.0) unless otherwise stated. Descriptive statistics are expressed as mean ± SE.

### Weighted Gene Co-expression Network Analysis (WGCNA)

To better categorize and assess the kinetics of the transcriptome across gestation, we utilized the open-source statistical software tool “R” (http://www.r-project.org). The R-based WGCNA package was used to construct a scale-free network and co-expression modules based on the FPKM data for each gene with an FPKM >1, as defined above[42]. Initially, we determined the mean connectivity (K) for all transcripts and used this data to determine the lowest soft threshold power which still reached a scale-free topology index of 0.90. Using the determined soft threshold power, transcripts were clustered into highly interconnected modules using hierarchical clustering based on topological overlap measures. Each module was assigned a color for ease of reference. The eigengene (the first principal component) from each module was calculated, and Pearson’s correlation coefficient was used to correlate the eigengene to gestational age and fetal gender. Each module significantly correlated with gestational age was extracted and further characterized using Panther DB GO biological process complete (www.pantherdb.org) [43].

Ultimately, chorioallantois and endometrium databases as identified above were evaluated separately to better identify changes occurring across gestation as opposed to across tissue. A soft threshold power of 10 was identified as optimal for chorioallantois, where a soft threshold value of 8 was identified and used for endometrium.

## Results

### Sequencing Profile

Sequencing produced 17.60 ± 1.47 x 10^6^ reads per chorioallantois sample and 19.64 ± 1.55 x 10^6^ reads per endometrial sample. On average, 0.32% ± 0.006% of base pairs did not meet the quality requirements and were subsequently trimmed. Mapping resulted in 94.87 ± 0.05% of reads being successfully mapped to the genome (EquCab3.0). Consequently, the chorioallantois had an average of 15.99 ± 1.43 x 10^6^ uniquely mapped reads per sample, while the endometrium had 18.19 ± 1.51 x 10^6^ uniquely mapped reads per sample.

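The endometrial values analysed here were FPKM (fragments of a transcript per kilobase, scaled to the mapped fragments of the library) of 31220 Ensembl genes in 15 libraries: 3 at 4 m gestation and 4 each at 6, 10 and 11 m, each from a different mare. The authors trimmed the reads with Trim Galore 0.4.4, mapped them to EquCab3.0 with STAR 2.5.2b and quantified them with Cufflinks 2.2.1. Chorioallantois libraries were not analysed here, nor was the 4 m endometrial sample that the authors left out after a K nearest neighbors search for outliers.

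The 11 m libraries differed from the others in 2 measures that bear on every gene. Their relative depth was 19.8 to 31.6% of that of 6 m replicate 2, against 101.3 to 106% at 4 m, 96.0 to 107% at 6 m and 86.6 to 97.9% at 10 m. Between 10 and 11 m this gave p = 0.029 (exact permutation test, two-sided), the smallest p that 4 libraries against 4 allow. Depth was estimated from 3449 genes above 0 in 2 to 8 libraries, for which the commonest ratio of FPKM between a pair of libraries is that of 1 fragment in each. Accordingly, 16434 ± 201 genes were listed at 0 per 11 m library (SD, n = 4), and 14478 ± 210.4 per 10 m library (n = 4).

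The 20 most abundant genes took 32.5 ± 0.311% of the summed FPKM at 4 m (SD, n = 3), 32.1 ± 1.51% at 6 m (n = 4), 47.3 ± 1.18% at 10 m (n = 4) and 59.1 ± 6.89% at 11 m (n = 4). This share was higher in each 11 m library than in any 4 m library (exact permutation test, two-sided, p = 0.029, the smallest that 3 libraries against 4 allow). SERPINA14, LTF and SLPI are among the 20 genes and were listed at 0 in every 4 and 6 m library. Part of the rise therefore rests on these zeros, which may be failed estimates. With these genes and LCN2 left out, a setting chosen after results were seen, the test between 4 and 11 m still passed. Transcripts of the 37 mitochondrial genes made up 10.0 ± 0.5004% at 4 m (n = 3), 10.1 ± 0.883% at 6 m (n = 4), 6.85 ± 0.461% at 10 m (n = 4) and 12.5 ± 2.51% at 11 m (n = 4). The share was 6.32 to 7.44% in the 10 m libraries and 9.11% or more in every other, and between 4 and 11 m p was 0.20 (exact permutation test, two-sided).

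Genes were compared with limma 3.58.1 on log2(FPKM + 1), with the 4 ages in one model and Benjamini-Hochberg adjustment. A second scaling, by the median of ratios to each gene's geometric mean, is given where it moved the split between higher and lower genes.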

### Differential gene expression

In total, 12,526 genes were evaluated for differential expression in the endometrium. Of these, 5,932 (47.4%; FDR P-value < 0.05) changed across gestational age. 

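The endometrial genes that changed included receptors, enzymes and secreted proteins. PTH1R (ENSECAG00000008888, chromosome 16, 41510537 to 41531116), the receptor for parathyroid hormone and its related peptide, had 16.9 ± 1.92 FPKM at 4 m (SD, n = 3) and 2.94 ± 0.747 at 11 m (n = 4), a log2 change of -2.195 (standard error 0.15, adjusted p = 8.5e-07). ENO2 (chromosome 6, 35393335 to 35399103), an enolase of glycolysis, fell from 2.197 ± 0.140 to 0.457 ± 0.0703 FPKM between the same ages (log2 change -1.13, standard error 0.12, adjusted p = 1.7e-05). CLU (chromosome 2, 56547399 to 56619680), the secreted chaperone clusterin, rose from 41.1 ± 8.26 FPKM at 4 m to 839.6 ± 149.7 at 11 m, and STC1 (chromosome 2, 52762829 to 52775227), the secreted hormone stanniocalcin 1, from 1141 ± 69.7 to 4833 ± 1281 FPKM. The log2 changes were 4.32 (standard error 0.26, adjusted p = 2.7e-07) and 2.04 (standard error 0.26, adjusted p = 7.1e-05).

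A mean FPKM over 1 at 1 or more ages was reached by 12588 genes. Of these, 209 were above 0 in fewer than 50% of the samples and were left out, leaving 12379 tested. Their expression changed across gestational age for 5907 genes (47.7%; adjusted p under 0.05, limma moderated F test), and 6992 had an unadjusted p under 0.05. After median-of-ratios scaling 5103 genes passed, 3801 of them among the 5907. The count was 5011 after quantile normalization and 9993 as TPM, with each library rescaled to the same total. That total includes SERPINA14, LTF, SLPI and LCN2, whose zeros may be failed estimates.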

A similar number of genes were evaluated in the chorioallantois (12,615); however, only 3,667 (29.1%) were found to change significantly across gestational age (S1 Table).

Expression patterns of differentially expressed genes across gestational ages in the chorioallantois and endometrium were visualized via heat map (Fig 1). Comparing differentially expressed genes between tissues, approximately 25% of genes (1,847) were differentially expressed in both chorioallantois and endometrium (Fig 2).

**Fig 1:**
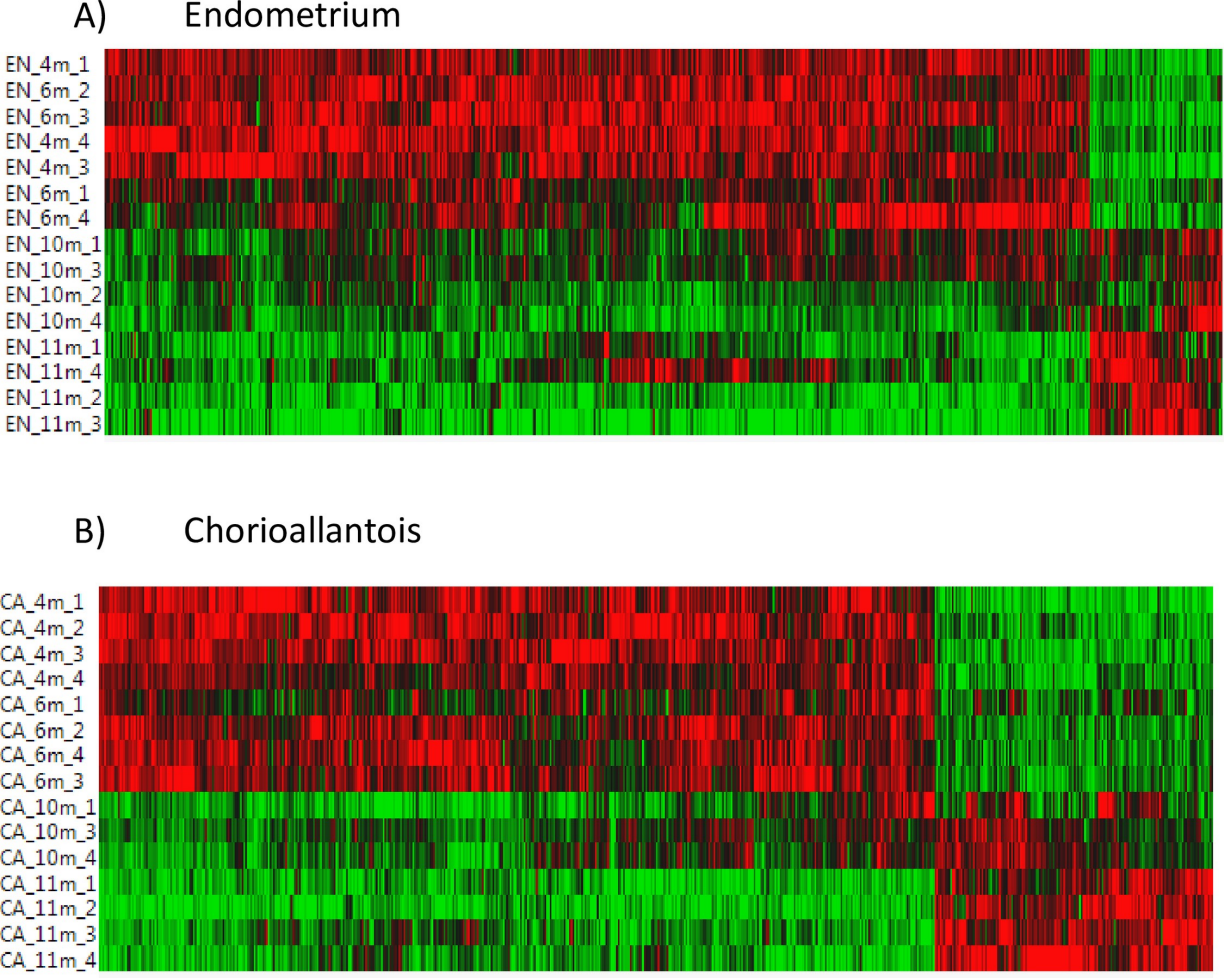
Heat map of endometrium and chorioallantois. Clustered heat map showing relative gene expression / sample for all differentially expressed genes (FDR P-Value < 0.05) at each gestational age. Includes A) endometrium, excluding diestrus and B) chorioallantois at 4, 6, 10 and 11 m gestation.

**Fig 2:**
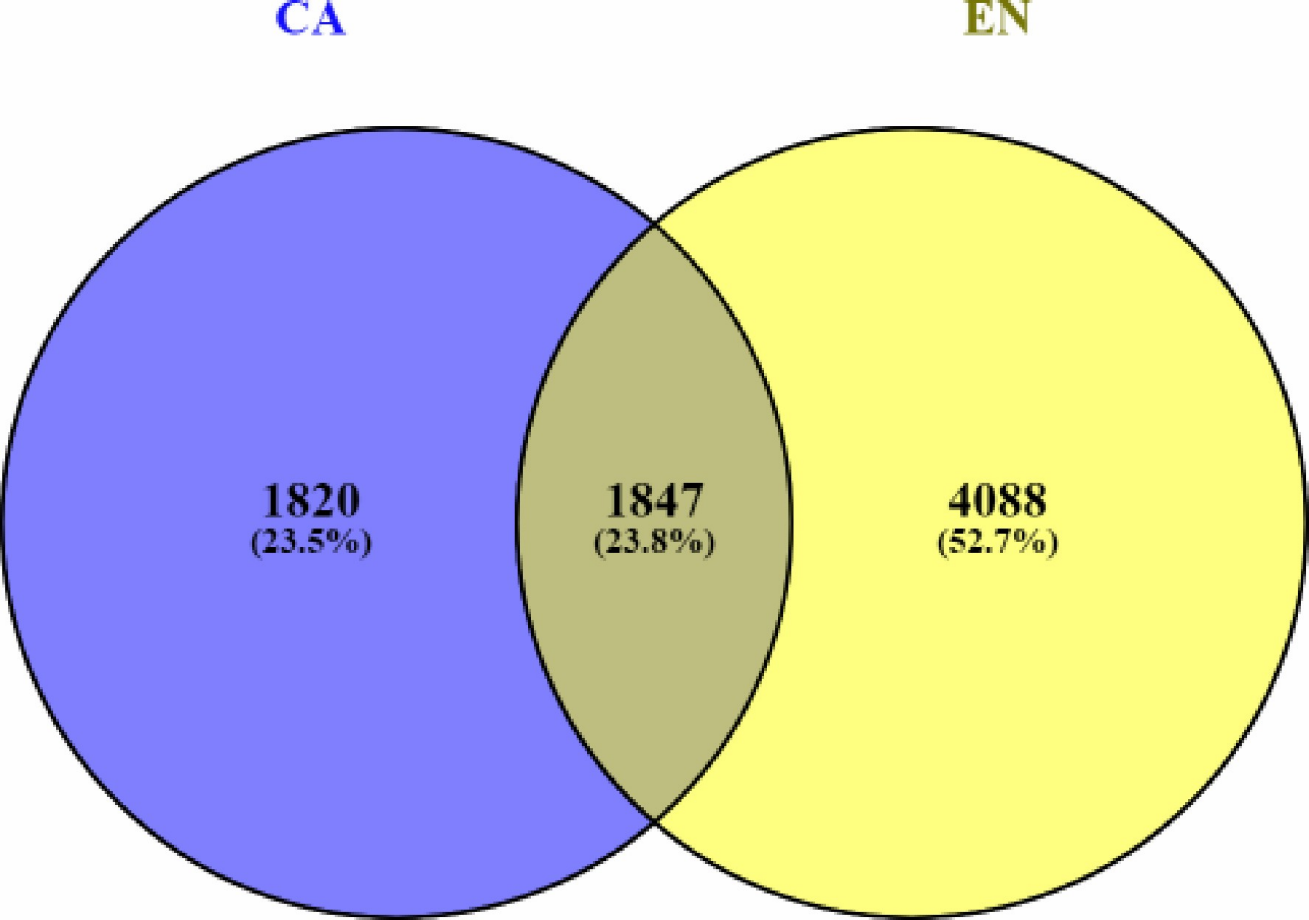
Venn diagram of differentially expressed genes. Graphical representation of the overlap of differentially expressed genes by group (FDR P-Value < 0.05). Includes genes which were differentially expressed in chorioallantois (CA), and endometrium (EN) across gestation.

Most genes (11,881) were expressed in both tissues (FPKM > 1 at 1 or more gestational stages), indicating that the genes which are expressed are similar between the chorioallantois and endometrium, or potentially that there is some level of cross-contamination between the two tissues. Even so, there were 644 genes exclusively included in the EN database (5.68%), while 734 were exclusive to CA (5.54%).

When comparing gestational stages directly, the largest number of DEG were identified while comparing 4- and 11 m tissues, within either the CA or EN (Fig 3). 

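Between 4 and 11 m the largest rises included those of secreted protease inhibitors and carrier proteins. SERPINA6 (ENSECAG00000015152, chromosome 24, 37337915 to 37355964), the corticosteroid-binding globulin, had 131 ± 42.2 FPKM at 4 m (SD, n = 3) and 33912 ± 8389 at 11 m (n = 4), a log2 change of 8.01 (standard error 0.52, adjusted p = 5.8e-07). Its neighbors SPI2 (chromosome 24, 37411082 to 37415849) and SERPINA11 (chromosome 24, 37491691 to 37505909), which encode serine protease inhibitors, had log2 changes of 8.26 and 6.08, and close copies in this cluster may share reads. SFTPD (chromosome 1, 89805902 to 89814594), the collectin surfactant protein D, had 0.909 ± 0.605 FPKM at 4 m and 166 ± 96.1 at 11 m, a log2 change of 6.29 (standard error 0.79, adjusted p = 6.2e-05). TCN1 (chromosome 12, 23323385 to 23335133), a vitamin B12 carrier, had a log2 change of 4.37 (standard error 1.03, adjusted p = 0.00375) and SERPINB11 (chromosome 8, 83582346 to 83604786), an intracellular serpin, one of 3.59 (standard error 0.47, adjusted p = 7.8e-05).

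Falls included those of metabolic and differentiation genes. CNMD (chromosome 17, 29052336 to 29076714), the cartilage and anti-angiogenic factor chondromodulin, had 88.2 ± 31.9 FPKM at 4 m and 2.49 ± 3.35 at 11 m, a log2 change of -5.11 (standard error 0.67, adjusted p = 7.9e-05). GSTA1 (chromosome 20, 51363225 to 51381040), a glutathione transferase, had a log2 change of -5.04 and SHISA3 (chromosome 3, 87547964 to 87551342), an inhibitor of Wnt and FGF signaling, one of -4.67. The small RNA RF00004 (chromosome 11, 20000459 to 20000649), at 15.4 ± 3.02 FPKM at 4 m, was listed at 0 in all 4 of the 11 m libraries, the shallowest ones.

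Counts of genes that differed at an adjusted p under 0.05 (limma) were 5586 between 4 and 11 m (832 higher and 4754 lower at 11 m), 5777 between 6 and 11 m (872 and 4905) and 2347 between 10 and 11 m (664 and 1683). There were 1858 between 4 and 10 m (412 higher and 1446 lower at 10 m) and 1146 between 6 and 10 m (296 and 850). The median log2 change of all genes tested was -0.37 from 4 to 11 m, and -0.03 after median-of-ratios scaling. With that scaling 2214 genes were higher and 2355 lower at 11 m than at 4 m, and 641 higher and 449 lower at 10 m than at 4 m. For 6 and 11 m it gave 2408 higher and 2676 lower, for 6 and 10 m 415 and 224, and for 10 and 11 m 1581 and 1662. Leaving out 1 library gave 4282 to 6679 genes for 4 and 11 m, 4643 to 6706 for 6 and 11 m, 1427 to 2960 for 10 and 11 m, 749 to 2581 for 4 and 10 m and 344 to 1832 for 6 and 10 m. With a one-way F test on untransformed FPKM the counts were 3369, 3748, 533, 2023 and 790 in this order, and as TPM 9719, 9428, 3899, 7144 and 6347.

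Of 100 genes given a simulated log2 change of 1 between 4 and 11 m among the 12379 tested, 66% were called, and of 100 given a change of 2, 92%. In the data 5586 genes were called, which makes the adjustment less strict there. These shares therefore do not give the sensitivity in the data.

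**Figure D1:**
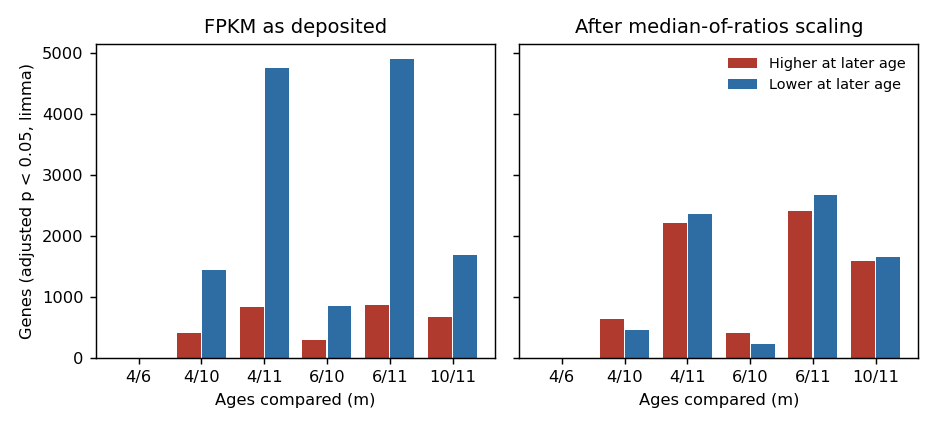
Number of endometrial genes higher (red) and lower (blue) at the later age of each pair (adjusted p under 0.05, limma), with FPKM as deposited and after median-of-ratios scaling. From 4 to 11 m the lower genes number 4754 as deposited and 2355 after scaling.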

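In the endometrium at 4 and 6 m, 3 genes differed, all of them lower at 6 m. COMP (ENSECAG00000000336, chromosome 21, 3979378 to 3988441), a matrix protein of cartilage and tendon, had 6.76 ± 3.21 FPKM at 4 m and 1.04 ± 0.214 at 6 m (SD, n = 3 and n = 4), a log2 change of -1.85 (standard error 0.26, adjusted p = 0.0252, limma). IHH (ENSECAG00000003802, chromosome 6, 8390210 to 8396060), a secreted Hedgehog ligand, had 3.95 ± 1.16 FPKM at 4 m and 0.701 ± 0.310 at 6 m, a log2 change of -1.53 (standard error 0.18, adjusted p = 0.00486, limma). FST (ENSECAG00000017783, chromosome 21, 19204165 to 19210417), follistatin, which binds and blocks activins, had 10.7 ± 2.37 FPKM at 4 m and 3.83 ± 1.09 at 6 m, a log2 change of -1.28 (standard error 0.19, adjusted p = 0.0252, limma). IHH lies outside the rule by which genes were chosen and was named after its values were seen. At an unadjusted p under 0.05, 615 genes differed. No gene passed with a pseudocount of 0.1, with a mean FPKM over 5 or in a fit of the 2 groups alone, and 1 to 6 genes did when each library was left out in turn. COMP did not pass after median-of-ratios scaling (adjusted p = 0.0685) or in 4 of the 7 settings that leave out a 4 or 6 m library (0.0860 to 0.142). FST did not pass with the replicate block (0.126) or in 5 of those 7 (0.0609 to 0.153).

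SPINK9 and SFTPD had the largest rises from 4 to 10 m, the latter to 279 ± 215 FPKM (n = 4), a log2 change of 6.86 (standard error 0.79, adjusted p = 1.2e-04). SULT1E1 (chromosome 3, 66833889 to 66851845), which sulfates estrogens, had the largest fall, from 475 ± 98.6 to 18.6 ± 4.39 FPKM, a log2 change of -4.61 (standard error 0.37, adjusted p = 6.0e-06). From 10 to 11 m the largest rises included ODAM (chromosome 3, 66512658 to 66519166), an odontogenic secreted protein, which rose from 0.467 ± 0.340 to 7.33 ± 4.56 FPKM (n = 4 each; log2 change 2.38, standard error 0.31, adjusted p = 2.7e-04), and ANGPTL1 (chromosome 5, 13780957 to 13802499), a secreted angiopoietin-like protein, from 0.738 ± 0.408 to 8.13 ± 8.04 FPKM (log2 change 1.91, standard error 0.50, adjusted p = 0.0171). RF01955, a small RNA at 116 ± 44.1 FPKM at 10 m, was listed at 0 in the 4 libraries of 11 m.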

The only gestational ages which did not have genes changing between them were 4 and 6 m gestation; true for both CA and EN. Despite the similarity in the patterns of DEG, the actual genes changing were quite different between tissues; only 14.2% of DEG were conserved between CA and EN at a given gestational age (range 3.1% - 29.8%).

**Fig 3:**
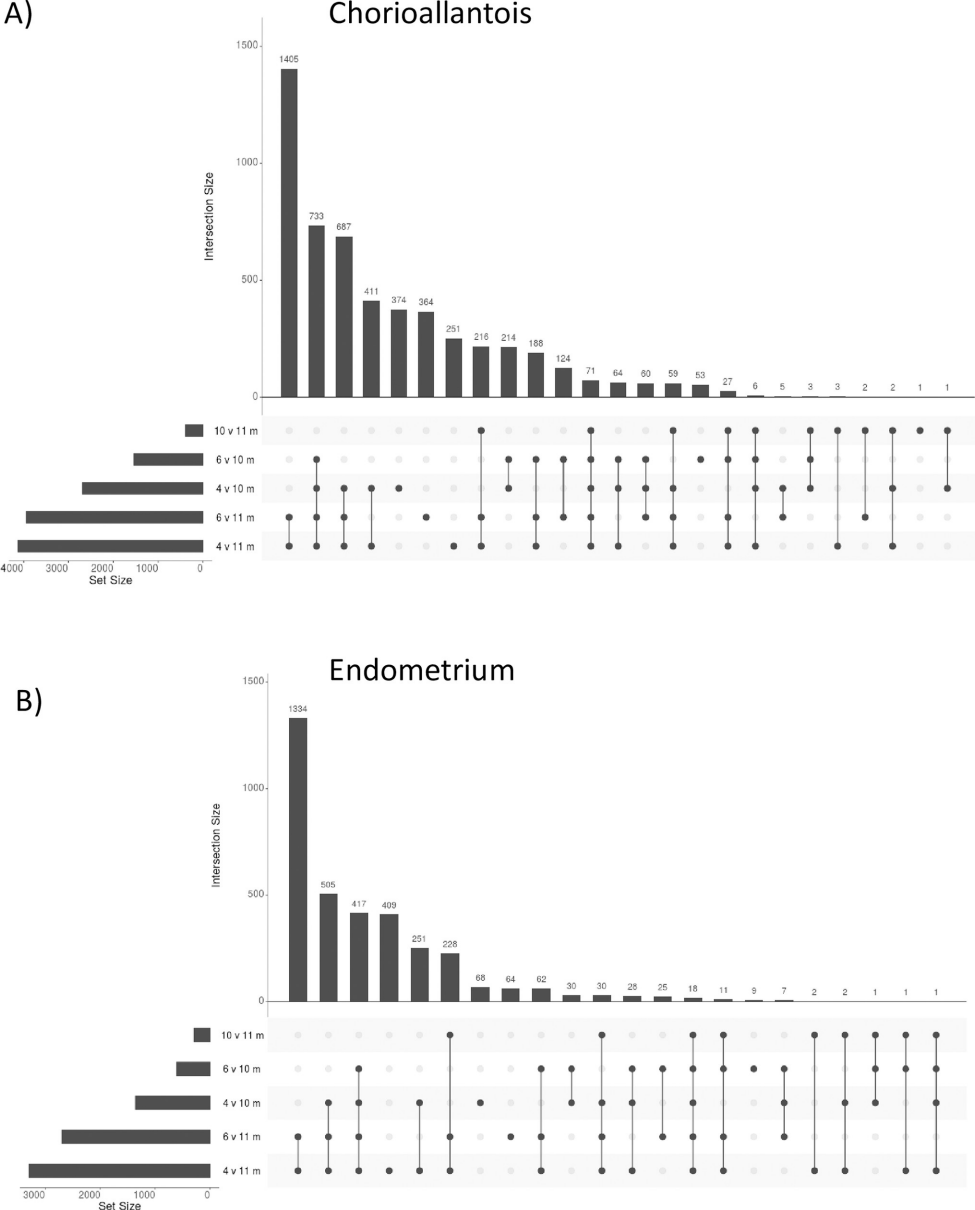
Differential gene expression across gestation. Horizontal bars indicate number of differentially expressed genes per comparison. Vertical bars indicate number of differentially expressed genes shared across timepoints as indicated by black dots; connections indicate two or more conserved time points per transcript.

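In the endometrium, genes with their maximum at 4 m included STAR (chromosome 27, 7605956 to 7614134), which moves cholesterol into mitochondria for steroid synthesis, at 8.71 ± 4.37, 2.55 ± 1.06, 0.629 ± 0.369 and 0.299 ± 0.243 FPKM at 4, 6, 10 and 11 m (SD, n = 3, 4, 4 and 4), and PRLR (chromosome 21, 31054801 to 31090470), the prolactin receptor, at 155 ± 28.4, 121 ± 40.2, 45.7 ± 9.92 and 40.7 ± 4.48 FPKM. Those with their maximum at 11 m included KDELR3 (chromosome 28, 36633219 to 36652287), which returns escaped chaperones to the endoplasmic reticulum, at 32.0 ± 5.13, 44.5 ± 14.1, 119.7 ± 12.5 and 223 ± 53.1 FPKM. The adjusted p across the 4 ages (limma F test) was 6.8e-05 for STAR, 7.5e-05 for PRLR and 3.8e-06 for KDELR3.

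Of the genes changing across gestational age, the mean FPKM was highest at 4 m for 45.6%, at 6 m for 33.5%, at 10 m for 7.23% and at 11 m for 13.7%. After median-of-ratios scaling the shares were 22.9, 20.8, 14.1 and 42.1%. As TPM (each library rescaled to the same total) they were 64.1, 30.3, 3.15 and 2.44%, and with the total taken over all genes but the 20 most abundant 50.5, 21.9, 5.86 and 21.7%. Quantile normalization gave 24.0, 18.0, 12.2 and 45.7%. The age with the largest share was therefore 4 m with 3 of these 5 sets of values and 11 m with median-of-ratios scaling and quantile normalization. The totals behind TPM include SERPINA14, LTF, SLPI and LCN2, whose zeros may be failed estimates. From 4 to 11 m the FPKM total rose by 0.63 on the log2 scale, and by 0.35 without these 4 genes. TPM without them was not run.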

When analyzing patterns of normalized gene expression across gestation, the majority of DEG had maximum expression at 4 m gestation (57.4% and 44.6% for EN and CA, respectively; Fig 4C and 4D). Overall, DEG patterns trended towards higher expression at either 4 m or 11 m, with incremental expression decreases across the other gestational ages, as seen in both chorioallantois and endometrium (Fig 4A and 4B). Specific genes present in each cluster are presented in S2 Table.

**Fig 4:**
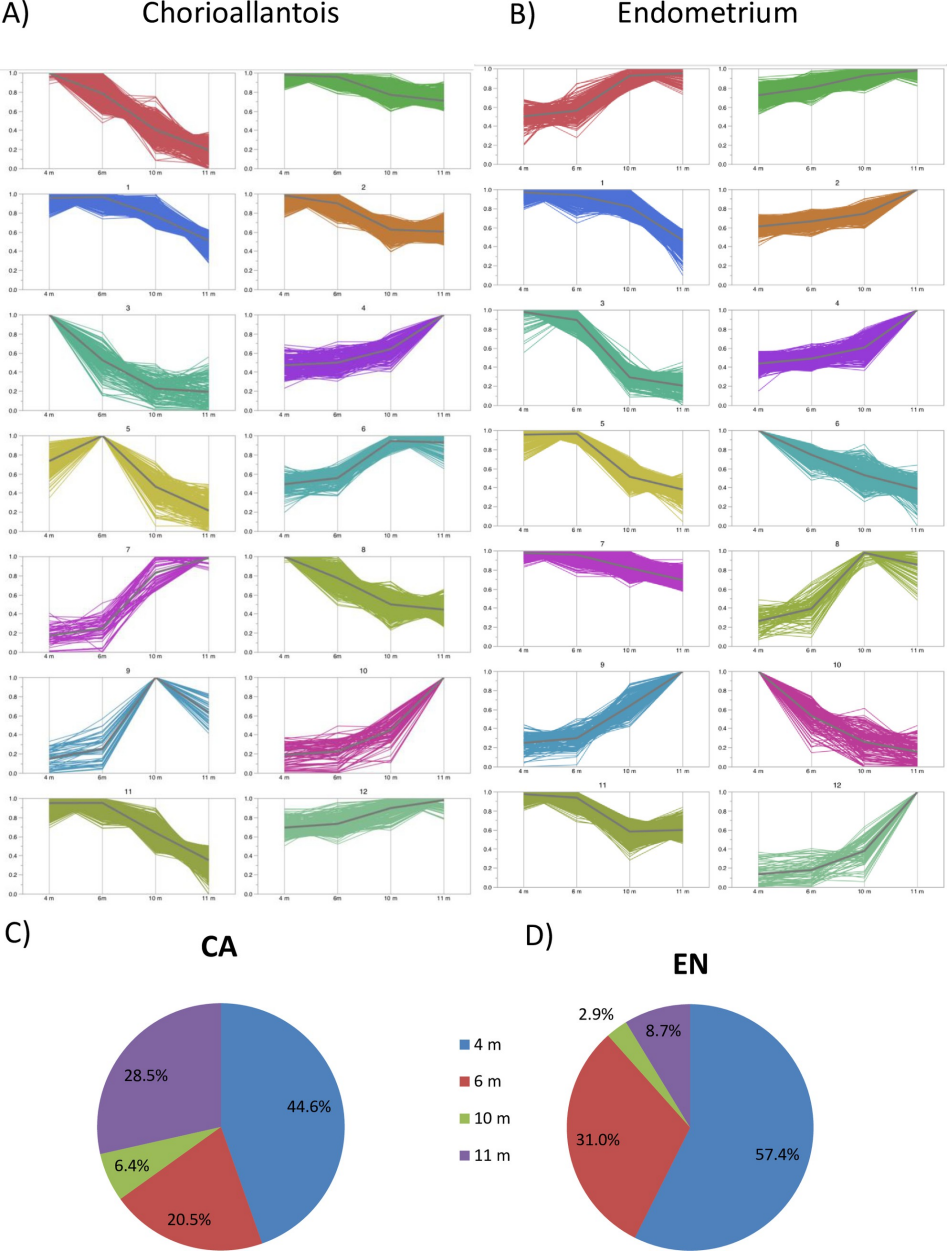
Differential gene expression across gestation. Gene clustering by K-means cluster based on normalized gene expression of genes with an FDR P Value < 0.05 across gestation. Genes were normalized on an individual basis, with the highest expression set to 1. The 14 clusters for A) chorioallantois and B) endometrium are visualized. Pie charts indicate the proportion of genes which are highest at each time point for C) chorioallantois (CA) and D) endometrium (EN). For a more in depth analysis of these data, including gene identities / cluster, please see S2 Table.

### Correlation of mRNA and principal components analysis

Despite the similarity of genes in each tissue, directly comparing the CA and EN expression of all genes with an FPKM > 1 resulted in a significant (P < 0.0001), but weak correlation (r = 0.25). 

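Correlations of mean FPKM give most weight to the abundant transcripts. At 4 and 6 m the most abundant transcript of the database was ACP5 (ENSECAG00000012113, chromosome 7, 50594799 to 50597121), uteroferrin, an iron-binding phosphatase secreted by the glands, at 27887 ± 4015 FPKM at 4 m (SD, n = 3) and 28155 ± 6864 at 6 m (n = 4). At 10 and 11 m it was SPINK9, an inhibitor of kallikrein proteases. SERPINA14 had a higher mean than SPINK9 at 11 m (46820 against 39315 FPKM). It is not in the database, since it was listed at 0 in 10 libraries.

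Across the 12379 genes of the endometrial database, Pearson's r between mean FPKM was 0.982 for 4 and 6 m, 0.474 for 4 and 10 m, 0.577 for 4 and 11 m, 0.538 for 6 and 10 m, 0.592 for 6 and 11 m and 0.843 for 10 and 11 m. These are correlations across genes, which are not independent replicates. Between single libraries r was 0.937 ± 0.0616 for 4 and 6 m (SD, 12 library pairs), and within ages it was 0.976 ± 0.0177 at 4 m (3 pairs), 0.895 ± 0.0759 at 6 m, 0.919 ± 0.0452 at 10 m and 0.967 ± 0.0186 at 11 m (6 pairs each). Pairs of 10 m libraries ranged from 0.883 to 0.999.

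Without the 20 most abundant genes r was 0.972 for 4 and 6 m, 0.840 for 4 and 10 m, 0.773 for 4 and 11 m, 0.870 for 6 and 10 m, 0.748 for 6 and 11 m and 0.821 for 10 and 11 m.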

Analysis of correlation between CA and EN by month of gestation (Table 1) revealed that all time points were significant (P < 0.0001), with the 4 and 6 m EN and CA samples showing the highest correlation within tissue (r = 0.98 and 0.96, respectively; Table 1). Unsurprisingly, the intra-tissue correlations were consistently higher than the inter-tissue correlations.

**Table 1:** Correlation of tissues by gestational age.

	CA_4m	CA_6m	CA_10m	CA_11m	EN_4m	EN_6m	EN_10m	EN_11m
CA_4m	1.000	0.956	0.769	0.780	0.310	0.368	0.163	0.235
CA_6m	0.956	1.000	0.846	0.768	0.290	0.360	0.160	0.212
CA_10m	0.769	0.846	1.000	0.871	0.313	0.411	0.163	0.171
CA_11m	0.780	0.768	0.871	1.000	0.371	0.454	0.186	0.263
EN_4m	0.310	0.290	0.313	0.371	1.000	0.982	0.465	0.474
EN_6m	0.368	0.360	0.411	0.454	0.982	1.000	0.528	0.476
EN_10m	0.163	0.160	0.163	0.186	0.465	0.528	1.000	0.751
EN_11m	0.235	0.212	0.171	0.263	0.464	0.476	0.751	1.000

Correlation (r) of gene expression (FPKM > 1) between tissues (chorioallantois–CA; endometrium–EN) across gestational ages (4, 6, 10, 11 months GA). All correlations were statistically significant (P < 0.0001), with darker shading indicating higher correlation.

Part of our motivation to examine the correlation between paired CA and EN samples was to evaluate the level of potential cross-contamination between CA and EN. From our histological analysis (Fig 5), we know that a portion of the chorioallantoic villi remain embedded in the endometrial tissue; however, the exact level of chorionic contribution to the endometrial transcriptome is not clear.

**Fig 5:**
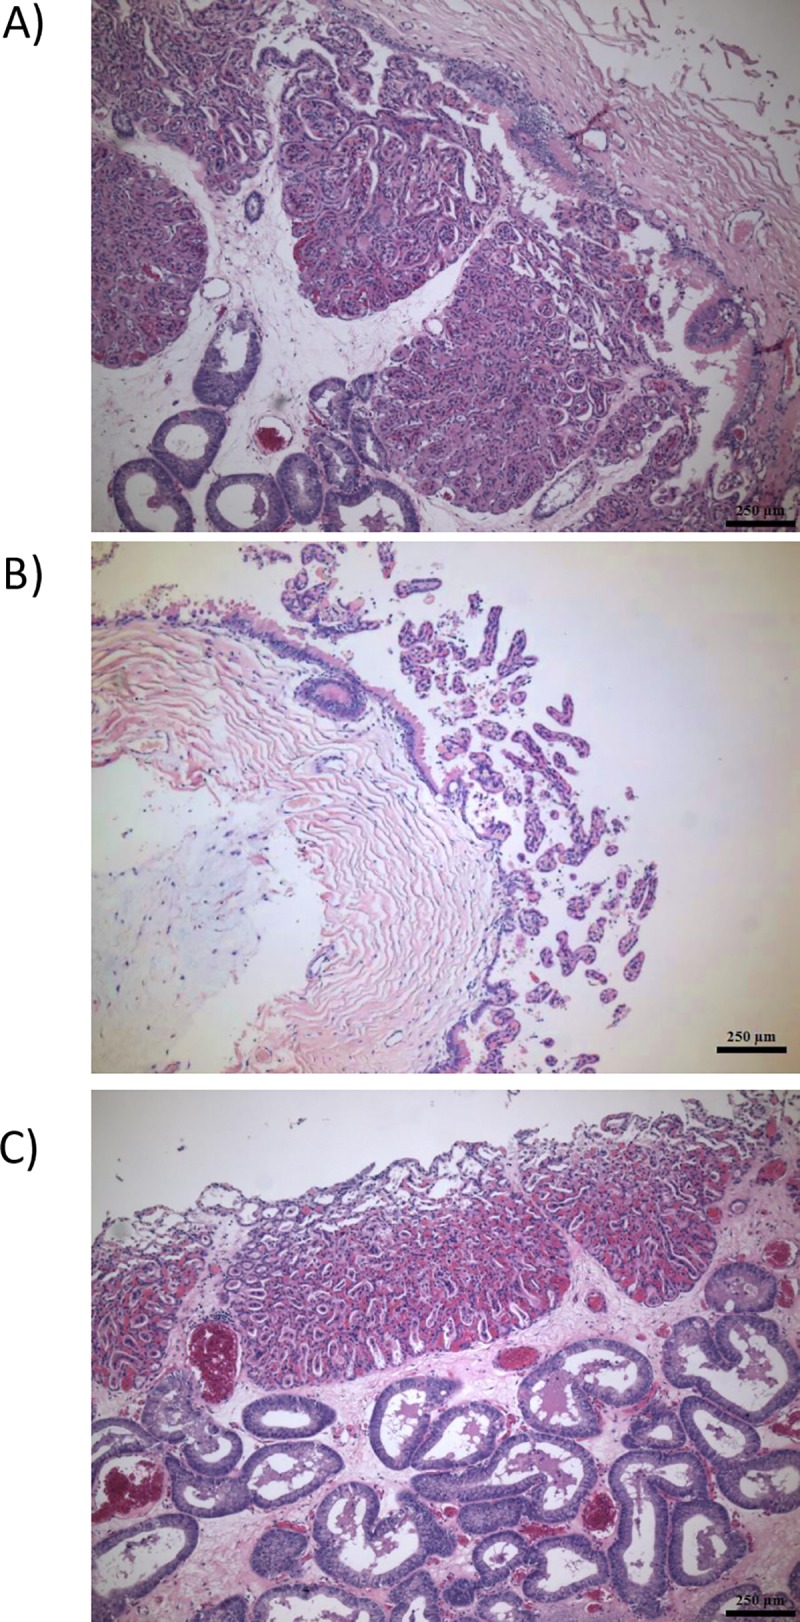
Histological analysis. Evaluation of histological sections stained with H&E in A) intact uterus/chorioallantois; manually separated B) chorioallantois and C) endometrium. EG–endometrial glands; CV–chorionic villi; ALL–allantois. All tissues were derived from a single pregnancy at 10 m gestation.

To quantitate the relative contamination of endometrial samples with chorionic microvilli, we examined a Y-chromosome specific gene, eukaryotic translation initiation factor 2 subunit 3, Y-linked-like (*EIF2S3Y*). This gene is Y-specific in other species; however, it’s currently mapped to chromosome 4 in the horse, allowing us to identify gene expression in our current genome without mapping to the Y-chromosome. Out of 8 CA samples from male fetuses, all had moderate gene expression, ranging from a FPKM of 1.25 to 4.64 (3.22 ± 0.47). No expression of *EIF2S3Y* was noted in any of the eight CA samples from female fetuses. Of the endometrial samples, expression in samples associated with a male fetus were considerably lower than in CA (0.17 ± 0.08). Endometrial samples from pregnancies with a female fetus were less likely to have expression of *EIF2S3Y*, although 2/8 had low expression (0.07 ± 0.06 FPKM), a level which is likely to not represent actual transcript data. Overall, endometrial expression of *EIF2S3Y* associated with pregnancies with a male fetus averaged 7.74% of that of the paired chorioallantoic expression.

A principal components analysis was performed to evaluate how well the individual samples and gestational ages clustered together (Fig 6). Overall, chorioallantois clustered separately from endometrium, with time points clustering by gestational age. 

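In principal components of log2(FPKM + 1) of the 15 endometrial libraries, genes centred and scaled, the first component held 43.0% of the variance and the second 16.6%. The mean distance between libraries of different ages was 104 for 4 and 6 m, 150.3 for 4 and 10 m, 197 for 4 and 11 m, 140.5 for 6 and 10 m, 194 for 6 and 11 m and 166 for 10 and 11 m, in units of the scaled genes. Within ages it was 91.1 at 4 m, 107 at 6 m, 111 at 10 m and 160.4 at 11 m. The 11 m libraries were thus the farthest from other ages (mean distance 185) and also the most spread. At 10 m, replicates 1 and 3 lay apart from 2 and 4 on the first component (3.59 and -6.61 against 39.9 and 70.8). The nearest library was one of the same age for 12 of the 15 libraries. The distance to other ages was 1.38 ± 0.192 times that within an age (SD, n = 15 libraries), and 1.32 ± 0.141 times after median-of-ratios scaling. Lower relative depth at 11 m coincides with this separation.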

In both tissues, the 11 month samples were the most distinct. Unsurprisingly, the separation by tissue accounts for a larger degree of variation than the separation by gestational age.

**Fig 6:**
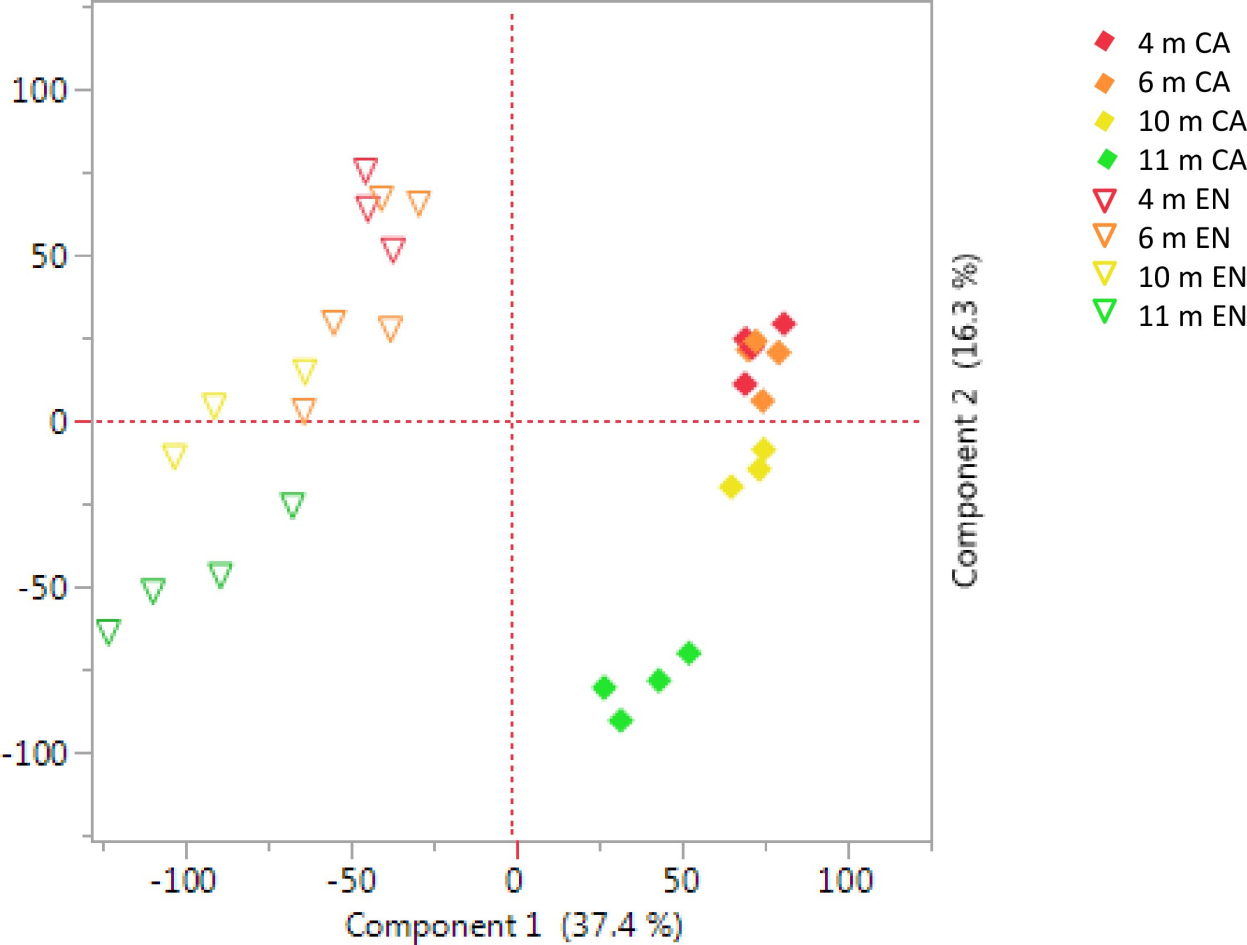
Principal components analysis. Evaluation of clustering of samples by principal components analysis to identify outliers. Diamonds–chorioallantois (CA); Triangles–endometrium (EN). Red– 4 m gestation; orange– 6 m gestation; yellow– 10 m gestation; green– 11 m gestation.

### Gene ontology analysis

#### Differentially expressed genes

PANTHER GO-Slim Biological Process identified 53 and 115 pathways using the differentially expressed genes in CA and EN, respectively (S3 Table). Overall, pathways were highly conserved between tissues, with 43 pathways present in both tissues. 

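In the endometrium CDK1 (ENSECAG00000009716, chromosome 1, 50582839 to 50622778), the kinase that starts mitosis, had 6.49 ± 1.56 FPKM at 4 m (SD, n = 3) and 0.947 ± 0.283 at 11 m (n = 4), a log2 change of -1.93 (standard error 0.22, adjusted p = 3.5e-05). CCNB1 (chromosome 21, 5448028 to 5455133), its cyclin partner, had a log2 change of -1.21 (standard error 0.19, adjusted p = 2.9e-04), and MCM2 (chromosome 16, 1610982 to 1636541), a subunit of the replication helicase, one of -1.18 (standard error 0.21, adjusted p = 6.6e-04). RPA1 (chromosome 11, 45786810 to 45849283), which binds single-stranded DNA in replication and repair, had a log2 change of -0.82 (standard error 0.14, adjusted p = 4.6e-04).

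Of the 36 genes of the mitotic cell cycle listed, 24 were tested, of which 17 were lower at 11 m than at 4 m and 7 did not pass (17 lower when adjusted over the list alone). Between 4 and 10 m, 18 of them were lower at 10 m, and between 10 and 11 m none passed. Of the 45 genes listed for DNA replication and repair, 36 were tested, of which 26 were lower at 11 m than at 4 m and 10 did not pass (28 lower when adjusted over the list alone). After median-of-ratios scaling 15 mitotic genes were lower and, of the replication and repair genes, 1 higher and 14 lower. The median log2 change was -0.80 for the mitotic list (-0.62 after scaling) and -0.61 for the other (-0.34 after scaling). Against all other genes both lists were lower in camera (adjusted p = 0.00303 and 0.00335), but with an estimated correlation between genes neither passed (adjusted p = 0.945 and 0.945).

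Of the transcripts that respond within minutes to stimuli, including tissue handling, ZFP36 (chromosome 10, 10390345 to 10391322), which destabilises cytokine mRNA, rose from 32.3 ± 11.9 to 81.3 ± 8.39 FPKM (log2 change 1.36, standard error 0.21, adjusted p = 2.7e-04), and JUN (chromosome 2, 1285586 to 1323711), a subunit of the transcription factor AP-1, had a log2 change of 0.79 (standard error 0.16, adjusted p = 0.00130). Of the 32 immediate early genes listed, 29 were tested, of which 8 were higher at 11 m than at 4 m, 2 were lower and 19 did not pass (8 higher and 2 lower when adjusted over the list alone). Camera placed them above other genes (adjusted p = 1.2e-06, and 0.361 with an estimated correlation), with a median log2 change of 0.44 (0.72 after median-of-ratios scaling). Scaling by the median of ratios gave 14 higher and none lower.

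VEGFA (chromosome 20, 43590763 to 43604805), the vascular growth factor, fell from 41.8 ± 6.11 to 13.9 ± 5.69 FPKM (log2 change -1.58, standard error 0.29, adjusted p = 7.2e-04). Of the 33 angiogenesis factors and receptors listed, 26 were tested, of which 1 was higher at 11 m than at 4 m, 4 were lower and 21 did not pass (4 lower when adjusted over the list alone). As a list they were higher than other genes in camera (adjusted p = 0.0335, 0.128 after scaling and 0.945 with an estimated correlation), with a median log2 change of 0.15 (0.49 after scaling). Without 1 library this adjusted p was 0.0878 (4 m replicate 1, median 0.001), 0.0874 (11 m replicate 2, median 0.023) and 0.0760 (11 m replicate 4, median -0.061). After scaling 5 higher and 3 lower genes passed.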

The conserved pathways were consistent with high rates of cell division, including cell cycle, cellular component organization, DNA repair, intracellular protein transport and metabolic process. Of interest, most immune response pathways were underrepresented in both tissues, including B-cell activation, leukocyte and lymphocyte activation and general immune system processes. 

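In the endometrium ISG15 (ENSECAG00000001324, chromosome 2, 48856648 to 48857118), a ubiquitin-like protein induced by interferon, had 11.1 ± 2.9002 FPKM at 4 m (SD, n = 3) and 2.53 ± 0.783 at 11 m (n = 4), a log2 change of -1.78 (standard error 0.25, adjusted p = 1.3e-04). IRF7 (chromosome 12, 35633708 to 35636445), a transcription factor of the interferon response, had a log2 change of -1.34 (standard error 0.21, adjusted p = 2.4e-04). ICAM1 (chromosome 7, 51481225 to 51489202), to which leukocytes adhere, fell from 6.80 ± 2.46 to 2.15 ± 0.624 FPKM (log2 change -1.28, standard error 0.22, adjusted p = 5.7e-04), and CXCL6 (chromosome 3, 63638101 to 63640267), a chemokine that attracts neutrophils, from 4.26 ± 2.81 to 0.443 ± 0.210 FPKM (log2 change -1.74, standard error 0.32, adjusted p = 8.5e-04). TGFB2 (chromosome 30, 14367984 to 14448934), a growth factor that restrains immune responses, rose from 4.43 ± 0.586 to 16.8 ± 7.02 FPKM, a log2 change of 1.63 (standard error 0.29, adjusted p = 6.7e-04). DQB (chromosome 20, 33941932 to 33956144), a chain of class II histocompatibility molecules with copies that may share reads, had a log2 change of -1.44 (standard error 0.37, adjusted p = 0.00616).

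Of the 24 genes of antigen processing and presentation listed, 19 were tested, of which 6 were lower at 11 m than at 4 m and 13 did not pass (5 lower when adjusted over the list alone). Of the 38 interferon response genes listed, 31 were tested, of which 13 were lower at 11 m than at 4 m and 18 did not pass (13 lower when adjusted over the list alone). Of the 41 cytokines, chemokines and inflammatory regulators listed, 27 were tested, of which 1 was higher at 11 m than at 4 m, 13 were lower and 13 did not pass (1 higher and 14 lower when adjusted over the list alone). Median log2 changes were -0.44, -0.44 and -0.54 for the 3 lists, and -0.07, -0.14 and -0.17 after median-of-ratios scaling. With that scaling 1 gene of antigen presentation was lower, 3 interferon genes were higher and 6 lower, and 1 cytokine gene was higher and 7 were lower. None of the 3 lists stood apart from other genes in camera (adjusted p = 0.642, 0.416 and 0.416).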

Unique endometrial pathways included numerous metabolic processes, including carbohydrate, amino acid, ncRNA, tRNA, DNA and cellular protein metabolic processes. 

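In the endometrium ATP5MF (ENSECAG00000002088, chromosome 13, 6685535 to 6688730), a subunit of the mitochondrial ATP synthase, had 62.4 ± 2.59 FPKM at 4 m (SD, n = 3) and 19.3 ± 4.25 at 11 m (n = 4), a log2 change of -1.67 (standard error 0.16, adjusted p = 9.8e-06). NDUFB8 (chromosome 1, 29479837 to 29484419), a subunit of respiratory complex I, had a log2 change of -1.20 (standard error 0.15, adjusted p = 4.9e-05). RPL26 (chromosome 11, 51600927 to 51605379), a protein of the large ribosomal subunit, rose from 350.5 ± 41.8 to 1260.1 ± 148 FPKM, a log2 change of 1.84 (standard error 0.13, adjusted p = 9.8e-07), whereas RPS28 (chromosome 7, 6024773 to 6025483), of the small subunit, fell from 399 ± 36.3 to 188 ± 27.3 FPKM (log2 change -1.09, standard error 0.14, adjusted p = 9.2e-05). Processed copies of ribosomal protein genes may share reads with them.

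Of the 65 nuclear genes of oxidative phosphorylation listed, 56 were tested, of which 3 were higher at 11 m than at 4 m, 39 were lower and 14 did not pass (3 higher and 42 lower when adjusted over the list alone). From 10 to 11 m, 2 were higher and 27 lower. NDUFA13 of this list varied within ages with the mean of 10 trophoblast markers (Pearson r = 0.790, adjusted permutation p = 0.0264, Spearman rho = 0.739, adjusted permutation p = 0.0528, n = 15). This was tested on FPKM without scaling, over 163 genes after their values were seen, and ATP5MF, ATP5MC3 and NDUFB8 of this list did not pass in it. Of the 79 cytosolic ribosomal protein genes listed, 55 were tested, of which 30 were higher at 11 m than at 4 m, 5 were lower and 20 did not pass (31 higher and 7 lower when adjusted over the list alone). Between 4 and 10 m, 43 ribosomal protein genes were higher and none lower, and between 10 and 11 m 2 were higher and 18 lower. With median-of-ratios scaling, 5 higher and 25 lower oxidative phosphorylation genes and 41 higher and 1 lower ribosomal protein genes passed between 4 and 11 m. The median log2 change was -0.75 (-0.34 after scaling) for the former and 0.45 (0.90) for the latter. Camera gave adjusted p = 5.2e-04 (lower) and 6.5e-19 (higher), and 0.945 and 0.361 with an estimated correlation.

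PSMB4 (chromosome 5, 42460019 to 42462417), a core subunit of the proteasome, fell from 53.2 ± 3.48 to 19.9 ± 5.51 FPKM (log2 change -1.41, standard error 0.20, adjusted p = 1.3e-04), and HNRNPM (chromosome 7, 54913673 to 54950650), which binds pre-mRNA, fell by 1.103 on the log2 scale (standard error 0.17, adjusted p = 2.3e-04). Of the 31 proteasome genes listed, 31 were tested, of which 20 were lower at 11 m than at 4 m and 11 did not pass (22 lower when adjusted over the list alone). Of these, PSMB4 and PSMD14 varied within ages with the mean of 10 trophoblast markers (r = 0.905 and 0.856, adjusted permutation p = 0.0126 and 0.0307; rho = 0.811 and 0.807, adjusted permutation p = 0.0629 and 0.0732; n = 15; tested over 163 genes after their values were seen), and 9 of the 11 trophoblast markers tested were lower at 11 m. These relations within ages were computed on FPKM without scaling, so they do not separate trophoblast level from library scale. Of the 50 spliceosome genes and splicing factors listed, 46 were tested, of which 1 was higher at 11 m than at 4 m, 22 were lower and 23 did not pass (1 higher and 23 lower when adjusted over the list alone). Scaling changed these to 4 higher and 9 lower for the proteasome and 10 higher and 11 lower for the spliceosome, with medians of -0.19 and 0.02 in place of -0.62 and -0.41. The proteasome was lower than other genes in camera (adjusted p = 0.0351) but not after scaling (0.218), with an estimated correlation (0.945), with the replicate block (0.0689), with loci of 2000 bp or more, chosen after results were seen (0.0525), without 4 m replicate 1 (0.0788) or without 11 m replicate 2 (0.0772). The spliceosome did not stand apart (adjusted p = 0.416).

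SLC2A1 (chromosome 2, 15587666 to 15615823), the main placental glucose transporter, had 126 ± 7.93 FPKM at 4 m and 30.1 ± 16.2 at 11 m, a log2 change of -2.17 (standard error 0.39, adjusted p = 7.0e-04), and SLC38A2 (chromosome 6, 65250745 to 65260538), a carrier of neutral amino acids, 35.8 ± 4.21 FPKM at 4 m and 13.6 ± 2.82 at 11 m (log2 change -1.34, standard error 0.19, adjusted p = 1.6e-04). Of the 29 amino acid and glucose transporters listed, 21 were tested, of which 1 was higher at 11 m than at 4 m, 7 were lower and 13 did not pass (7 lower when adjusted over the list alone). For this list scaling gave 5 higher and 6 lower, a median of 0.13 in place of -0.20, and camera gave adjusted p = 0.671.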

The chorioallantois had fewer unique pathways; these included glycerolipid and glycerophosopholipid metabolic processes, protein polyubiquitination and transmembrane receptor protein tyrosine kinase signaling pathways.

#### Highly expressed genes

Although differential gene expression is the standard for identifying important genes in a dataset, the most highly expressed genes also tell an important part of the story when evaluating tissue function. Therefore, in addition to the analysis of differentially expressed genes, the 250 most highly expressed genes in EN and CA were identified and evaluated, excluding genes lacking annotation (17 and 44 in CA and EN, respectively). Using the PANTHER Overrepresentation Test (Go biological process complete), 274 overrepresented pathways in CA were identified, as well as 195 overrepresented pathways in EN (S4 Table). When comparing the overrepresented pathways between tissues, all but 27 of the EN pathways were also identified in CA; these included coat protein complex I (COPI)-coated vesicle budding, antibacterial humoral response and blood vessel morphogenesis. Pathways identified with high confidence in both tissues include both endocrine and immune-related pathways (estradiol secretion, androgen catabolic process, interleukin-7 related pathways).

A closer examination of the 20 most highly expressed genes / tissue, we revealed that many of the transcripts which have been classically associated with pregnancy and placentation in the horse, including relaxin (*RLN*), aromatase (*CYP19A1*), *EEF1A1* and uteroferrin (*ACP5*; Table 2). 

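Ranked as in Table 2, by the highest mean FPKM over the 4 ages among genes with a symbol, the first 5 endometrial transcripts were SPINK9, SERPINA14, SERPINA6, ACP5 and LCN2. Mitochondrial genes took 6 of the first 20 places (ATP8, COX1, ATP6, COX2, COX3 and ND3), and of the 20 endometrial genes with the highest ranks in Table 2, 14 were among the first 20 with mitochondrial genes ranked and 18 without them. INHBA, a subunit of activins and inhibin A, was 11th by its mean at 4 m and RLN, relaxin, 12th by its mean at 6 m. CYP19A1, aromatase, was 18th and EEF1A1 (ENSECAG00000020363, chromosome 10, 28928688 to 28931868), the elongation factor that brings tRNA to the ribosome, 35th.

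EEF1A1 had 894 ± 49.0 FPKM at 4 m (SD, n = 3), 942 ± 28.9 at 6 m, 1122 ± 137 at 10 m and 951 ± 83.0 at 11 m (n = 4 each), and did not differ between 4 and 11 m (log2 change 0.09, standard error 0.13, adjusted p = 0.608). After median-of-ratios scaling its change was 0.53 (adjusted p = 0.0325). ACP5 was at 22078 ± 5241 FPKM at 11 m, and the difference from 4 m did not pass (log2 change -0.36, standard error 0.28, adjusted p = 0.310). HBA2, an alpha globin chain, had rank 6060, SPP1, osteopontin, rank 9700 and ECM1, extracellular matrix protein 1, rank 1973.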

Roughly half (9/20) of these transcripts are in the top 20 most highly expressed transcript list for both CA and EN. The list consists of a disproportionately high rate of endocrine-related transcripts (*RLN*, *CYP19A1*, *HSD3B2*, *SPP1*, *PLA2G10*, *INHBA*), immune-related transcripts (*CST3*, *CTSL*, *SERPINA3*, *SERPINA6*, *SERPINA14*, *SPINK7*, *SPINK9*, *LTF*, *S100A6*, *SLPI*), iron-binding proteins (*ACP5*, *FTH1*, *HBA2*, *LCN2*, *SERPINA14*), and serine protease inhibitors (*SERPINA3*, *SERPINA6*, *SERPINA14*, *SPINK7*, *SPINK9*). 

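Among the endocrine transcripts, PLA2G10 (ENSECAG00000016608, chromosome 13, 31556513 to 31568947), a phospholipase that releases fatty acids for prostaglandin synthesis, had 92.0 ± 51.4 FPKM at 4 m (SD, n = 3) and 35.8 ± 47.2 at 11 m (n = 4), a difference that did not pass (log2 change -2.53, standard error 1.04, adjusted p = 0.0598), although it passed without 11 m replicate 1 (adjusted p = 0.00700) or 4 (0.0337). SPP1 (chromosome 3, 51237909 to 51404908) was at 1.64 ± 0.301 FPKM at 4 m and 2.01 ± 1.06 at 11 m (log2 change 0.14, standard error 0.24, adjusted p = 0.655).

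Of the immune-related transcripts, CTSL (chromosome 23, 2672362 to 2735530), a lysosomal protease, fell from 918 ± 616 to 37.8 ± 42.2 FPKM (log2 change -5.40, standard error 1.05, adjusted p = 0.00117) and S100A6 (chromosome 5, 40589292 to 40590681), a calcium-binding protein, from 451 ± 116 to 134 ± 72.5 (log2 change -1.88, standard error 0.39, adjusted p = 0.00163). SERPINA3 (chromosome 24, 37639326 to 37645204), an inhibitor of chymotrypsin-like proteases, rose from 54.0 ± 14.4 to 1836 ± 698 FPKM (log2 change 5.02, standard error 0.33, adjusted p = 6.2e-07). Within ages, CTSL (Pearson r = 0.905, adjusted permutation p = 0.00419; Spearman rho = 0.857, adjusted permutation p = 0.0104; r = 0.917 without the 2 farthest samples; n = 15), S100A6 (Pearson r = 0.893, adjusted permutation p = 0.00419; Spearman rho = 0.800, adjusted permutation p = 0.0128; r = 0.819 without the 2 farthest samples; n = 15) and PLA2G10 (Pearson r = 0.783, adjusted permutation p = 0.0256; Spearman rho = 0.825, adjusted permutation p = 0.0128; r = 0.947 without the 2 farthest samples; n = 15) varied with the mean of 10 markers of chorionic trophoblast. This was tested for 25 genes of Table 2, after their values were seen, with p adjusted over these; ACP5, INHBA and SPINK7 varied inversely with the mean (r = -0.816, -0.740 and -0.752; rho = -0.796, -0.711 and -0.714; adjusted permutation p for r = 0.0132, 0.0188 and 0.0188). CST3, cystatin C, an inhibitor of cysteine proteases, and SPINK7, a Kazal-type inhibitor, did not differ between these ages (adjusted p = 0.718 and 0.107).

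Some values of 4 abundant immune and iron-binding transcripts were listed at 0. SERPINA14 (ENSECAG00000023696, chromosome 24, 37509403 to 37517473), uterine serpin, was listed at 0 in every 4 and 6 m library and in 10 m replicates 1, 2 and 4, at 32084 FPKM in 10 m replicate 3, and at 44821, 50137, 61590 and 30731 FPKM in 11 m replicates 1 to 4. LTF (chromosome 16, 41879030 to 41907655), the iron-binding antibacterial protein lactoferrin, was listed at 0 in all 11 libraries of 4, 6 and 10 m and at 13833, 17150.2, 22319 and 10846 FPKM at 11 m. SLPI (chromosome 22, 35233597 to 35236727), an inhibitor of leukocyte proteases, was listed at 0 at 4 and 6 m and in 10 m replicates 2 and 4, at 24029 and 19475 FPKM in 10 m replicates 1 and 3, and at 15129, 15779, 16744 and 10963 FPKM at 11 m. LCN2 (chromosome 25, 32059069 to 32074346), a carrier of bacterial siderophores, was listed at 0 in 6 m replicate 1 and 10 m replicates 2 and 4, and at 15721 to 34498 FPKM in the other 12 libraries. No fold is given for these 4 genes.

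FTH1 (chromosome 12, 25517165 to 25519781), the heavy chain of the iron store ferritin, rose from 385 ± 116 FPKM at 4 m to 1933 ± 514 at 10 m (log2 change 2.34, standard error 0.28, adjusted p = 1.7e-04), while FTL (chromosome 10, 19192417 to 19193628), the light chain, fell from 196 ± 31.03 at 4 m to 98.3 ± 29.6 at 11 m (log2 change -1.03, standard error 0.22, adjusted p = 0.00190). Of the 25 genes of iron handling listed, 20 were tested, of which 1 was higher at 11 m than at 4 m, 7 were lower and 12 did not pass (1 higher and 7 lower when adjusted over the list alone). With median-of-ratios scaling 2 higher and 4 lower genes passed, and the list did not stand apart in camera (adjusted p = 0.853; median log2 change -0.46, -0.04 after scaling). HBA2 (chromosome 13, 43643709 to 43644562) fell from 5.66 ± 1.29 to 0.553 ± 0.203 FPKM (log2 change -2.09, standard error 0.36, adjusted p = 5.0e-04), as did the other 2 erythroid markers tested of 14 listed. For these 3 genes camera gave adjusted p = 0.0621, 0.0242 after scaling, 0.0463 with the replicate block, 0.0352 without 4 m replicate 4, 0.0396 without 11 m replicate 1 and 0.361 with an estimated correlation.

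**Figure D2:**
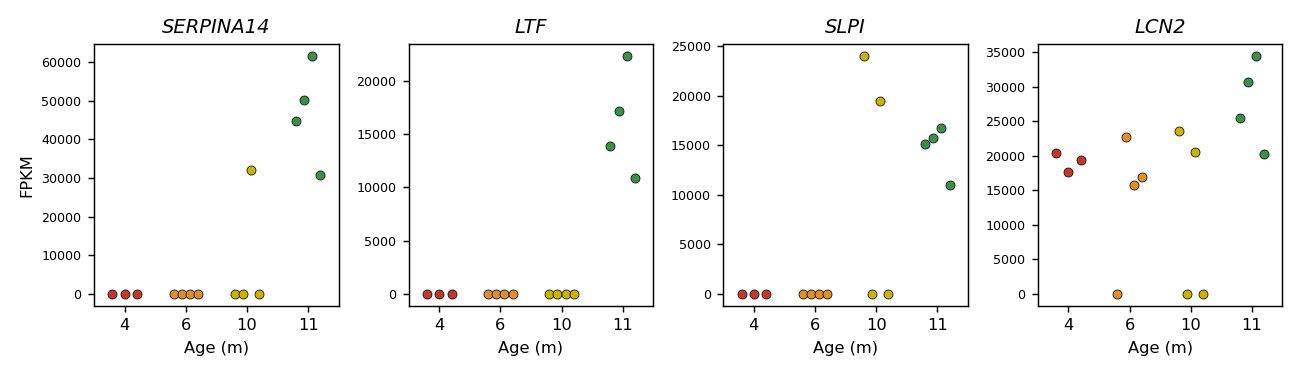
FPKM of SERPINA14, LTF, SLPI and LCN2 in each of the 15 endometrial libraries by gestational age; each dot is 1 library. Of the 60 values, 33 are at 0, none of these at 11 m, and no value lies between 0 and 10% of the highest value of its gene.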

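MMP26 (ENSECAG00000038024, chromosome 7, 75141474 to 75146499), an endometrial matrix metalloproteinase, had 987 ± 75.1 FPKM at 4 m (SD, n = 3) and 3674 ± 870.2 at 11 m (n = 4), a log2 change of 1.87 (standard error 0.27, adjusted p = 1.5e-04). SPARC (chromosome 14, 25683322 to 25726821), a collagen-binding matrix protein, at 432 ± 54.7 and 306 ± 117 FPKM, and ECM1 (chromosome 5, 43248310 to 43253521), at 15.6 ± 3.199 and 18.8 ± 6.78 FPKM, did not differ between 4 and 11 m (adjusted p = 0.170 and 0.495), although after median-of-ratios scaling ECM1 was higher (0.00826). COL1A2 (chromosome 4, 38027877 to 38062894), a chain of type I collagen, fell from 179 ± 26.2 to 86.4 ± 13.7 FPKM (log2 change -1.05, standard error 0.19, adjusted p = 7.1e-04) and THBS2 (chromosome 31, 1396239 to 1428849), a matrix glycoprotein that limits vessel growth, had a log2 change of 0.75 (standard error 0.17, adjusted p = 0.00345).

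Of the 39 collagen and other matrix genes listed, 37 were tested, of which 1 was higher at 11 m than at 4 m, 10 were lower and 26 did not pass (1 higher and 3 lower when adjusted over the list alone). Between 10 and 11 m, 7 were higher and none lower. Of the 31 matrix proteases listed, 24 were tested, of which 3 were higher at 11 m than at 4 m, 3 were lower and 18 did not pass (2 higher and 2 lower when adjusted over the list alone). With median-of-ratios scaling the counts between 4 and 11 m were 8 higher and 1 lower for the matrix genes and 5 higher and 2 lower for the proteases. Their medians moved from -0.36 to 0.07 and from -0.24 to 0.14. Camera placed both lists above other genes, without passing (adjusted p = 0.394 and 0.394), although both medians as deposited were negative.

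Of the transport proteins, GM2A (chromosome 14, 26185235 to 26197676), a lysosomal lipid carrier, fell from 794 ± 542 to 83.8 ± 74.4 FPKM (log2 change -3.55, standard error 0.83, adjusted p = 0.00373). FABP1 (chromosome 15, 18325690 to 18336139) and APOE (chromosome 10, 15713215 to 15715198), which bind fatty acids and lipoproteins, had a log2 change of -3.36 (standard error 0.84, adjusted p = 0.00523) and -1.30 (standard error 0.35, adjusted p = 0.00891). Like CTSL, GM2A (Pearson r = 0.886, adjusted permutation p = 0.00510; Spearman rho = 0.825, adjusted permutation p = 0.0128; r = 0.927 without the 2 farthest samples; n = 15) and FABP1 (Pearson r = 0.890, adjusted permutation p = 0.00419; Spearman rho = 0.861, adjusted permutation p = 0.0104; r = 0.917 without the 2 farthest samples; n = 15) varied within ages with the mean of 10 trophoblast markers, as did PRDX1 (Pearson r = 0.931, adjusted permutation p = 0.00419; Spearman rho = 0.864, adjusted permutation p = 0.0128; r = 0.948 without the 2 farthest samples; n = 15), in a test of 25 genes of Table 2 chosen after their values were seen.

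PRDX1 (chromosome 2, 12960806 to 12969757), a peroxidase of the cytosol, fell from 213 ± 66.6 to 85.5 ± 34.8 FPKM (log2 change -1.35, standard error 0.32, adjusted p = 0.00405), PRDX4 (chromosome X, 18985722 to 19003288), that of the endoplasmic reticulum, rose from 47.7 ± 7.73 to 198 ± 54.6 (log2 change 2.00, standard error 0.29, adjusted p = 1.5e-04), and SOD3 (chromosome 3, 101818482 to 101823202), a secreted superoxide dismutase, was at 973 ± 174 and 1039 ± 235 FPKM (adjusted p = 0.843). SOD3 was higher at 10 m than at 4 m (log2 change 1.15, standard error 0.32, adjusted p = 0.0276). Of the 30 antioxidant enzymes listed, 25 were tested, of which 3 were higher at 11 m than at 4 m, 14 were lower and 8 did not pass (3 higher and 14 lower when adjusted over the list alone). After scaling 4 higher and 7 lower genes passed, the median log2 change was -0.26 in place of -0.70, and camera gave adjusted p = 0.642.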

Other categories include extracellular matrix proteins (*ECM1*, *SPARC*, *MMP26*), transport proteins (*ACP5*, *GM2A*, *HBA2*, *LCN2*), and antioxidants (*PRDX1*, *SOD3*).

**Table 2:** Most abundant transcripts in chorioallantois (CA) and endometrium (EN).

Abbr.	Full Name	CA rank	EN rank	Function (s)
**ACP5**	uteroferrin; acid-resistant phosphatase 5	9	4	iron binding, transport protein
**APOE**	apolipoprotein E	11	36	lipid transport; innate and adaptive immune response
**CST3**	cystain C	54	16	innate immune system (antimicrobial function)
**CTSL**	cathepsin L	5	15	proteinase (substrates include collagen, elastin, alpha-1, protease inhibitor)
**CYP19A1**	aromatase	3	13	endocrine
**ECM1**	extracellular matrix protein 1	16	254	extracellular matrix protein
**EEF1A1**	eukaryotic translation elongation factor 1 alpha 1	18	24	translation (delivers tRNA to ribosome)
**FABP1**	fatty acid binding protein 1	10	28	binds hydrophobic ligands, including long-chain fatty acids
**FTH1**	ferratin heavy chain 1	57	18	iron binding
**GM2A**	GM2 ganglioside activator	6	19	transport protein (glycolipids)
**HBA2**	hemoglobin subunit alpha 2	19	98	iron binding
**HSD3B2**	HSD3 beta steroid delta-isomerase 2	12	41	endocrine
**INHBA**	inhibin subunit beta A	110	10	endocrine
**LCN2**	lipocalin 2	8	5	transport protein (small, hydrophobic molecules); endocrine; immune response; iron binding
**LTF**	lactotransferrin	155	6	iron binding; immune response (innate)
**MMP26**	matrix metallopeptidase 26	68	12	extracellular matrix protein; degrades collagen, fibronectin, fibrinogen, beta-casein; activates MMP9
**PLA2G10**	phospholipase A2 group X	15	138	endocrine (hydrolyzes glycerophospholipids to produce free fatty acids)
**PRDX1**	peroxiredoxin 1	20	47	antioxidant; immune response (antiviral activity of CD8(+) T cells)
**RLN**	relaxin	1	9	endocrine
**S100A6**	S100 calcium binding protein A6	14	32	calcium binding; immune response; stimulates hormone release
**SERPINA3**	serpin family A member 3	353	20	immune regulation; target of NR4A1
**SERPINA6**	serpin family A member 6	112	3	immune regulation; corticosteroid-binding protein (major transport protein for glucocorticoids and progestins in blood)
**SERPINA14**	serpin family A member 14	4	2	iron binding (in conjunction with uteroferrin); immune response
**SLPI**	secretory leukocyte peptidase inhibitor	7	7	protects tissues from serine proteases (affinity for trypsin, elastase and cathepsin G), immune response
**SOD3**	superoxide dismutase 3	50	17	antioxidant
**SPARC**	secreted protein acidic and cysteine rich; osteonectin	17	33	extracellular matrix-associated protein; binding protein (calcium, copper, etc)
**SPINK7**	serine protease inhibitor, kazal type 7	90	14	immune regulation
**SPINK9**	serine protease inhibitor, kazal type 9	2	1	immune regulation
**SPP1**	secreted phosphoprotein; osteopontin	13	89	endocrine; immune response (acts as cytokine)
**STC1**	stanniocalcin 1	77	11	calcium, phosphate-regulating hormone; estrogen and progesterone responsive; early pregnancy marker (implantation)
**WFDC2**	WAP Four-disulfide core domain 2	28	8	protease inhibitor

Rank refers to relative abundance / tissue; rank 1 is transcript with the highest average abundance across gestation. Abundance determined by averaging all samples by time point (n = 4), then using the highest average value across gestation for ranking.

### Weighted Gene Co-expression Network Analysis (WGCNA)

#### Chorioallantois

In total, 14 modules were identified within chorioallantois; six of which were significantly correlated to gestational age (Fig 7). None of the modules were significantly correlated with fetal gender. Gene identification was extracted from all significant modules and evaluated via GO biological process complete (S5 Table). The one negative module (turquoise) was associated with GO terms including regulation of protein exit from endoplasmic reticulum, mitotic spindle organization, phosphatidylinositol phosphorylation and histone lysine methylation. Only two modules with a positive correlation to gestational age had significant pathways identified; these included the brown and purple modules. The other modules had no overrepresented pathways identified. The brown module included pathways related to peptidyl-proline hydroxylation, collagen fibril organization, cartilage development, regulation of ossification and negative regulation of immune system process. The purple module was more immune-specific, with pathways including defense response to virus, immune effector process and response to biotic stimulus.

**Fig 7:**
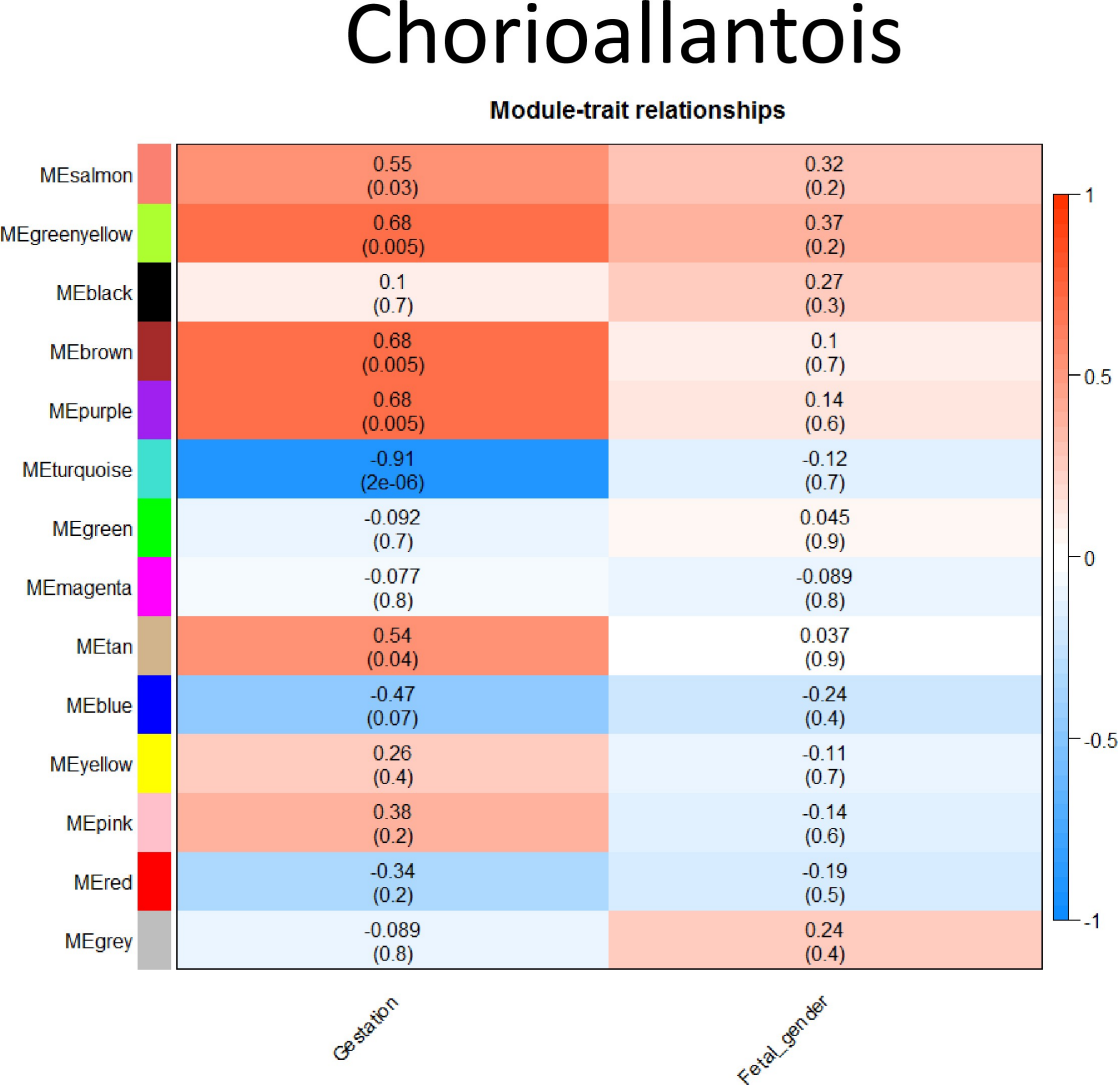
Weighted Gene Co-Expression Network Analysis (WGCNA) in chorioallantois. Correlation (r) of each module identified by WGCNA to external factors (Gestation and fetal gender). Color and depth of color corresponds to depth of correlation, with positive correlation indicated in red, negative correlation indicated in blue. Significance (P-value) of each module to each external factor presented in parentheses ().

#### Endometrium

Eleven modules were identified in the endometrium, four of which were significantly correlated with gestational age (Fig 8). Two of these had a negative correlation, whereas the other two had a positive correlation with gestation. 

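Of the 3 modules whose gene lists from S6 Table were held in full here, brown was negatively and magenta and yellow were positively correlated with gestational age. The eigengene of the brown module (606 of its 631 genes, those in the endometrial database) had a mean of 0.0889 ± 0.230 at 4 m (SD, n = 3), 0.234 ± 0.231 at 6 m (n = 4), -0.0216 ± 0.221 at 10 m (n = 4) and -0.279 ± 0.101 at 11 m (n = 4). That of yellow (236 of 239 genes) was highest at 10 m, with -0.321 ± 0.0280, -0.195 ± 0.0462, 0.334 ± 0.118 and 0.103 ± 0.0155 at the 4 ages. That of magenta (88 genes) was -0.133 ± 0.0342 at 4 m and 0.300 ± 0.382 at 11 m, where single libraries ranged from -0.171 to 0.724.

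Pearson's r with gestational month over the 15 libraries was -0.600 for brown (permutation test, two-sided, p = 0.019, adjusted over the 3 modules 0.022), 0.548 for magenta (p = 0.022, adjusted 0.022) and 0.865 for yellow (p = 1.8e-04, adjusted 5.4e-04). Spearman's rho was -0.667 (permutation p = 0.0081, adjusted 0.012), 0.448 (permutation p = 0.094, adjusted 0.094) and 0.733 (permutation p = 0.0026, adjusted 0.0077). Leaving out the 2 libraries farthest from the median age, taken as each pair of the 3 libraries at 4 m, gave an r of -0.766 to -0.551 for brown, 0.527 to 0.554 for magenta and 0.816 to 0.825 for yellow. With median-of-ratios scaling r of brown was -0.492 (permutation p = 0.062). The modules were chosen by the study on these samples, so these values are not independent evidence.

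Between 4 and 11 m, 303 of the 606 brown genes were lower at 11 m and none was higher, with a median log2 change of -0.72. Of the 88 magenta genes 29 were higher and 5 lower (median 0.33), and of the 236 yellow genes 75 were higher and 37 lower (median 0.14). Across the 4 ages 327 brown, 34 magenta and 171 yellow genes changed. The gene list of the turquoise module was held only in part for this work, and the module was not analysed here.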

Like the chorioallantois, no module was significantly correlated with fetal gender.

**Fig 8:**
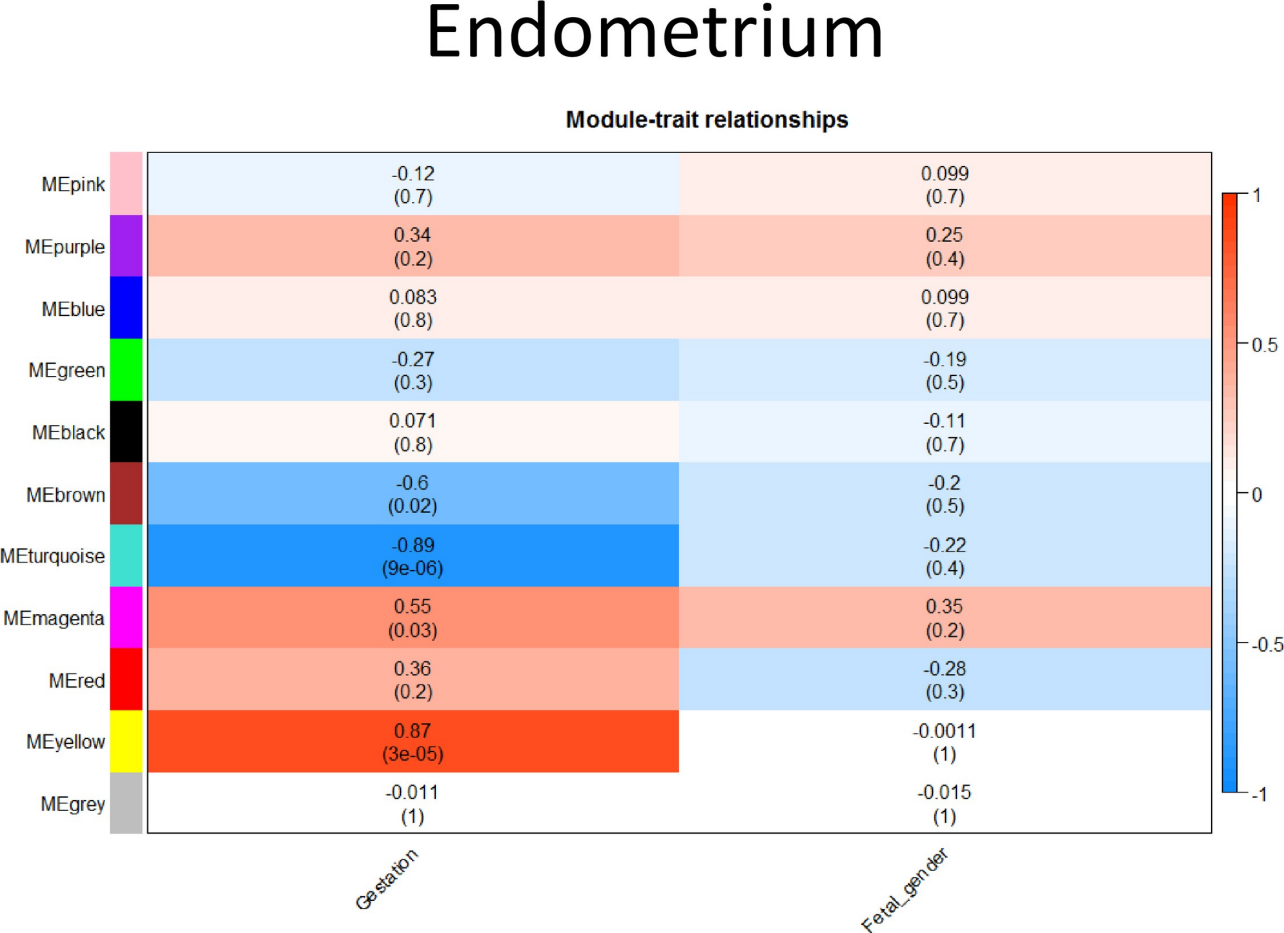
Weighted Gene Co-Expression Network Analysis (WGCNA) in endometrium. Correlation (r) of each module identified by WGCNA to external factors (Gestation and fetal gender). Color and depth of color corresponds to depth of correlation, with positive correlation indicated in red, negative correlation indicated in blue. Significance (P-value) of each module to each external factor presented in parentheses ().

Positively correlated modules had a number of overrepresented pathways, including spindle assembly, mitochondrial transport, microtubule-based transport, and RNA modifications, as well as numerous metabolic processes (S6 Table). Modules with a negative correlation had overrepresented pathways identified associated with cytoplasmic translation, organ morphogenesis, limb development and peptide biosynthesis. Other pathways of note included anion transport, metabolic processes and organic substance transport.

To better compare the kinetics of specific transcripts in the CA and in the EN, all transcripts present in a module significantly correlated with gestational age were identified. No transcript was present in more than a single module per tissue. In total, 11,623 transcripts were present in the 10 significant modules, 4,807 of which were present in both CA and EN (Table 3). Of these, 3,617 (75%) were present in modules with matching correlation (e.g. both CA and EN had negative correlation to gestational age), where the other 1,190 (25%) were present in modules which had positive correlation to gestational age in one tissue, but negative correlation in the other.

**Table 3:** Comparison of WGCNA expression by tissue and module.

Correlation		-0.91	0.54	0.55	0.68	0.68	0.68		
	Module	CA_turquoise	CA_tan	CA_salmon	CA_green_yellow	CA_purple	CA_brown	Unique genes	Total
-0.89	EN_Turquoise	3295	53	36	34	55	831	7180	8189
-0.6	EN_brown	259	1	1	9	3	69	548	631
0.55	EN_magenta	28	0	0	0	0	21	67	88
0.87	EN_yellow	70	1	1	0	0	40	197	239
	Unique genes	1457	17	19	32	33	917		
	Total	5109	72	57	75	91	1878		

Comparison of WGCNA gene module expression between endometrium (EN) and chorioallantois (CA), including correlation of module to gestational age (GA). The number in the table indicates the number of shared transcripts between any two modules. Blue shading indicates negative correlation between modules and gestational age. Red shading indicates positive correlation between modules and gestational age, where gray shading indicates one module has a positive correlation with gestation, while the second module has a negative correlation with gestation. Unique genes are genes present in only one module with significant correlation to gestational age.

## Discussion

This study represents the first report based on next-generation sequencing to examine gene expression serially within the chorioallantois and the endometrium throughout mammalian gestation. As such, it provides a more complete picture of the function of each of these tissues, serving as a reference to better understand gestational physiology not only in the mare, but in other species as well.

Overall, there was a large degree of transcriptional crossover between the two tissues creating the fetal/maternal interface, with upwards of 90% of transcripts present in both the CA and EN database; however, the correlation between these shared transcripts was weak (r = 0.25). Similarly, in the WGCNA module data (Table 3), nearly 25% of transcripts were present in modules with opposing correlation, showing these transcripts increase during gestation in one tissue while decreasing during gestation in the other.

The similarity in identified transcripts combined with low expression correlation may be partly explained by the degree of chorionic villi retention within the endometrial tissue following separation of the chorioallantois from the endometrium. Adding to the complexity, the degree of contribution of each transcript will vary based on multiple factors including expressing cell type, cellular makeup, and degree of microcotyledonary retention. To estimate the contribution of chorionic tissue in endometrial samples, we examined the expression of *EIF2S3Y*, a male-specific transcript. For this transcript, it appears that the endometrial expression is approximately 8% of that seen within the chorioallantois. Again, this level is likely to vary significantly; however, it provides a starting point in estimating chorionic contribution to endometrium given the equine microcotyledonary placentation. Additional evidence supporting the minimal contribution of chorioallantoic tissue in the endometrium is the number of transcripts which increase throughout gestation in one tissue while decreasing in the other. For example, 3-beta hydroxysteroid dehydrogenase 2 (HSD3B2) and solute carrier organic anion transporter family member 2A1 (SLCO2A1) both increase throughout gestation in CA while decreasing in EN, while ATP-binding cassette transporter (ABCA1) and nuclear receptor subfamily 4 group A member 2 (NR4A2) exhibit the opposite pattern. 

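HSD3B2 (ENSECAG00000014483, chromosome 5, 46595559 to 46638157), which converts pregnenolone to progesterone, had 302 ± 184 FPKM at 4 m (SD, n = 3) and 29.9 ± 32.0 at 11 m (n = 4) in the endometrium, a log2 change of -3.93 (standard error 0.85, adjusted p = 0.00224). Its mean at 6 m, 424 ± 198 FPKM (n = 4), was above that at 4 m, a difference that did not pass (adjusted p = 1.00). Within ages HSD3B2 varied with the mean of 10 markers of chorionic trophoblast (Pearson r = 0.802, permutation p = 0.00430, n = 15), a relation tested after its values were seen. SLCO2A1 (chromosome 16, 71079017 to 71175120), a transporter that takes up prostaglandins, had 301 ± 16.9, 257 ± 81.1, 147 ± 57.2 and 49.2 ± 36.1 FPKM at 4, 6, 10 and 11 m (SD, n = 3, 4, 4 and 4), a log2 change of -3.04 from 4 to 11 m (standard error 0.60, adjusted p = 0.00126).

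ABCA1 (chromosome 25, 11075323 to 11220428), which exports cholesterol to apolipoproteins, rose from 2.95 ± 0.684 FPKM at 4 m (n = 3) to 5.84 ± 1.16 at 11 m (n = 4), a log2 change of 0.79 (standard error 0.28, adjusted p = 0.0314). Leaving out 1 library ended this call for 4 m replicate 3 (adjusted p = 0.0998) or 4 (0.0948) and for 11 m replicate 1 (0.0696), 2 (0.0508) or 4 (0.0513), and the replicate block ended it too (0.0622). NR4A2 (chromosome 18, 37575139 to 37582541), a nuclear receptor and immediate early gene, rose from 4.70 ± 2.55 to 10.2 ± 1.69 FPKM, a log2 change of 1.05 (standard error 0.29, adjusted p = 0.00892), and did not pass without 4 m replicate 3 (0.0564).

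PTGS1 (chromosome 25, 26423604 to 26444814), a cyclooxygenase, fell from 5.30 ± 1.34 to 0.896 ± 0.682 FPKM (log2 change -1.78, standard error 0.30, adjusted p = 4.7e-04), and PTGES (chromosome 25, 33267969 to 33278912), which makes prostaglandin E2, from 22.3 ± 11.3 to 3.77 ± 1.40 (log2 change -2.21, standard error 0.45, adjusted p = 0.00161). PTGES varied within ages with the mean of 10 markers of chorionic trophoblast (Pearson r = 0.831, adjusted permutation p = 0.0199; Spearman rho = 0.846, adjusted permutation p = 0.0247; r = 0.836 without the 2 farthest samples; n = 15), in a test of 163 genes chosen after their values were seen, with p adjusted over these. Of the 16 genes of prostaglandin synthesis and transport listed, 12 were tested, of which 1 was higher at 11 m than at 4 m, 5 were lower and 6 did not pass (1 higher and 6 lower when adjusted over the list alone). The median log2 change of the list was -0.53 (-0.18 after median-of-ratios scaling, with 4 higher and 4 lower), while camera set it above other genes, without passing (adjusted p = 0.853).

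After its estimate from EIF2S3Y, the paper takes genes such as these, which rise in one tissue and fall in the other, as additional evidence that chorionic tissue contributes little to the endometrial samples, and holds that its level is not likely to mask the expression patterns of the tissues.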

The level of contamination present is not likely sufficient to mask the true expression patterns between the tissues.

Another important consideration when evaluating this dataset is that these data were generated using whole tissue samples. Both chorioallantois and endometrial tissues are comprised of a diverse population of cells, including, but not limited to trophectoderm, endothelial cells, glandular epithelium, stromal cells and immune cells. Although these transcripts can be localized at a tissue level, it is not currently possible to localize transcripts at a cellular level on a large scale without performing single-cell sequencing. This becomes important particularly in instances of immune cell migration; for example, in humans, leukocytes comprise up to 32% of cells found in first trimester decidua [44]. Horses have a similar influx of leukocytes into the endometrium while the endometrial cups are present (roughly 35–120 d gestation) [45], although the number, type and localization of these leukocytes varying considerably during this time [46, 47]. 

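Only part of each list of leukocyte markers was tested in the endometrium. For T cells, 7 of 17 markers were tested and none differed between 4 and 11 m (limma; none at an unadjusted p under 0.05 either, and none after median-of-ratios scaling). CD4 (ENSECAG00000009049, chromosome 6, 35295225 to 35318000), the coreceptor of helper T cells, was at 4.27 ± 1.21 FPKM at 4 m (SD, n = 3), 2.24 ± 0.971 at 6 m, 1.41 ± 0.560 at 10 m and 2.49 ± 1.19 at 11 m (n = 4 each), and was lower at 10 m than at 4 m (log2 change -1.14, standard error 0.30, adjusted p = 0.0234). Of the 15 markers of NK and cytotoxic cells listed, 4 were tested, of which 3 were lower at 11 m than at 4 m and 1 did not pass (3 lower when adjusted over the list alone). Of these, GZMK (chromosome 21, 17914941 to 17923094), a granule protease, fell from 1.47 ± 1.05 to 0.186 ± 0.372 FPKM (log2 change -1.03, standard error 0.26, adjusted p = 0.00567), and after scaling 1 of the list was lower.

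JCHAIN (chromosome 3, 66063375 to 66096563), which joins IgA and IgM into polymers, was the only one of 13 markers of B and plasma cells tested. It rose from 6.11 ± 1.58 to 22.8 ± 12.5 FPKM, a log2 change of 1.64 (standard error 0.29, adjusted p = 6.8e-04). CD14 (chromosome 14, 35514399 to 35515929), a receptor for bacterial lipopolysaccharide, fell from 19.9 ± 3.67 to 8.21 ± 2.67 FPKM (log2 change -1.22, standard error 0.25, adjusted p = 0.00173), and of the 17 macrophage markers listed, 12 were tested, of which 3 were lower at 11 m than at 4 m and 9 did not pass (3 lower when adjusted over the list alone). With scaling 1 higher and 3 lower genes passed. For neutrophils 2 of 14 markers were tested, ITGB2 and CSF3R, and neither differed (limma, adjusted p = 0.120 and 0.151; none at an unadjusted p under 0.05 and none after scaling). CSF3R varied within ages with the mean of 10 trophoblast markers (Pearson r = 0.824, adjusted permutation p = 0.0253 over 163 genes, n = 15, tested after the values were seen, without scaling). Whether it stands for neutrophils here is therefore open, and which cells express it was not tested. KIT (chromosome 3, 79504108 to 79619675), a growth factor receptor and the only one of 9 mast cell markers tested, fell from 13.9 ± 2.04 to 3.46 ± 3.65 FPKM (log2 change -2.12, standard error 0.53, adjusted p = 0.00516).

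Median log2 changes were -0.34 for T cells, -1.02 for NK and cytotoxic cells, -0.37 for macrophages and -1.02 for neutrophils, and -0.15, -0.79, -0.05 and -0.77 after median-of-ratios scaling. In camera none of these 4 lists stood apart (adjusted p = 0.878, 0.802, 0.853 and 0.853), nor did KIT (0.563). JCHAIN alone had an adjusted p of 0.0335, 0.130 after scaling, 0.361 with an estimated correlation and 0.0616 without 11 m replicate 3.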

Although care was taken to avoid the area proximal to the endometrial cups, leukocytes may still have been elevated in the 4 month samples, although this elevation was not apparent in the 4 m histology samples (data not shown).

Initial evaluation and classification of genes of interest based on gene ontology was done through Panther [43], showing most overrepresented pathways in both tissues were ones traditionally associated with cell division, transcript processing and protein production (S3 Table). This is consistent with the rapid growth known to occur during gestation. The prominence of endocrine-associated factors and pathways in the chorioallantois should not come as a surprise; it’s role in steroidogenesis is very well established [48]. However, the role of the endometrium in gestational endocrinology has only been studied minimally.

In the horse, aromatase has previously been reported in the non-invasive trophoblast during early [49], and mid to late gestation [50]. Although aromatase activity was detected in mid-gestation endometrial tissues, this activity was considerably lower than that in the chorioallantois and hypothesized to occur in the fetal tissues remaining in the endometrium [50]. 

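CYP19A1 (ENSECAG00000020474, chromosome 1, 140199051 to 140263233), aromatase, which converts androgens to estrogens, was at 1821 ± 1217 FPKM at 4 m (SD, n = 3), 2498 ± 1206 at 6 m, 1532 ± 1020.5 at 10 m and 184 ± 209 at 11 m (n = 4 each) in the endometrium. The log2 change was -4.93 from 4 to 11 m (standard error 1.33, adjusted p = 0.00827) and -4.69 from 10 to 11 m (standard error 1.23, adjusted p = 0.0172), the latter ending without 10 m replicate 1 (adjusted p = 0.0503) or 3 (0.0514). Single libraries ranged from 509 to 2914 FPKM at 4 m and from 2.96 to 407 at 11 m.

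The mean of 10 other markers of chorionic trophoblast varied with CYP19A1 within ages (Pearson r = 0.799, permutation p = 0.00506, n = 15, tested after the values were seen). Not every marker followed it: TEAD4 and PEG10 did not at 4 m. Relations within ages were computed without scaling. At 10 m the libraries with less CYP19A1, replicates 2 and 4, had lower median-of-ratios size factors (0.880 and 0.821 against 1.03 and 1.04). At 11 m these were replicates 2 and 3 (0.805 and 0.692 against 0.908 and 1.08). At 4 m the factor was highest (1.22) in replicate 4, which had the least CYP19A1. Library scale is therefore not separated from trophoblast level at 10 and 11 m. GCM1, a transcription factor of trophoblast differentiation, ranged from 18.4 to 96.9 FPKM at 4 m and from 1.92 to 28.8 at 11 m. Of the 16 trophoblast markers listed, 11 were tested, of which 9 were lower at 11 m than at 4 m and 2 did not pass (9 lower when adjusted over the list alone). Their mean log2(FPKM + 1) was 4.53 ± 0.71, 4.84 ± 0.39, 4.20 ± 0.63 and 2.63 ± 1.08 at 4, 6, 10 and 11 m (SD over libraries, n = 3, 4, 4 and 4). Against other genes the markers were not lower in camera (adjusted p = 0.180; median log2 change -1.35, -1.20 after scaling), but after median-of-ratios scaling, with 5 of them lower, they were (0.0242), as without 4 m replicate 4 (0.0313), though not with an estimated correlation between genes (0.945). HAND1 (chromosome 14, 23311562 to 23313835), a transcription factor of trophoblast and heart, fell from 10.1 ± 6.24 to 1.36 ± 1.44 FPKM (log2 change -2.27, standard error 0.52, adjusted p = 0.00308). Of 163 genes compared within ages with the mean of 10 of these markers, after their values were seen, the named genes that varied with it were PTGES, ADAM8, PSMB4, PSMD14, ARFGAP2, CSF3R and NDUFA13 (r = 0.831, 0.903, 0.905, 0.856, 0.836, 0.824 and 0.790; rho = 0.846, 0.868, 0.811, 0.807, 0.775, 0.846 and 0.739; n = 15), and SEC63 varied inversely (r = -0.787; rho = -0.843), each with an adjusted permutation p for r of 0.0358 or less; for rho this p was over 0.05 for PSMB4 (0.0629), PSMD14 (0.0732) and NDUFA13 (0.0528).

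Of the 16 markers of gland and luminal epithelium listed, 13 were tested, of which 3 were lower at 11 m than at 4 m and 10 did not pass (3 lower when adjusted over the list alone). CLDN3 (chromosome 13, 11678854 to 11679510), a tight junction protein, had a log2 change of -2.09 (standard error 0.22, adjusted p = 2.1e-05). Of the 14 ciliated epithelium markers listed, 5 were tested, of which 2 were lower at 11 m than at 4 m and 3 did not pass (2 lower when adjusted over the list alone). Of the 15 stromal fibroblast markers listed, 15 were tested, of which 7 were lower at 11 m than at 4 m and 8 did not pass (7 lower when adjusted over the list alone). TWIST2 (chromosome 6, 24627492 to 24627974), a mesenchymal transcription factor, had a log2 change of -1.72 (standard error 0.20, adjusted p = 3.4e-05). Of the 15 smooth muscle markers listed, 14 were tested, of which 4 were higher at 11 m than at 4 m, 1 was lower and 9 did not pass (4 higher and 1 lower when adjusted over the list alone). CALD1 (chromosome 4, 88850366 to 88963740), an actin-binding regulator of contraction, had a log2 change of 0.98 (standard error 0.22, adjusted p = 0.00289). Of the 14 endothelial markers listed, 13 were tested and none passed (limma; 1 was higher at an unadjusted p under 0.05, and 4 after scaling). Scaling gave 3 higher and 2 lower for gland and luminal epithelium, 1 higher and 1 lower for ciliated epithelium, 3 higher and 4 lower for fibroblasts and 10 higher and 1 lower for smooth muscle. Median log2 changes were -0.21, -0.38, -0.52, 0.25 and 0.27 for the 5 lists, and 0.16, 0.05, -0.16, 0.62 and 0.68 after scaling. In camera smooth muscle (adjusted p = 3.9e-04) and endothelium (0.00335) were higher than other genes, but not with an estimated correlation (0.741 and 0.945), and the epithelial lists (0.853 and 0.986) and fibroblasts (0.578) did not stand apart.

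**Figure D3:**
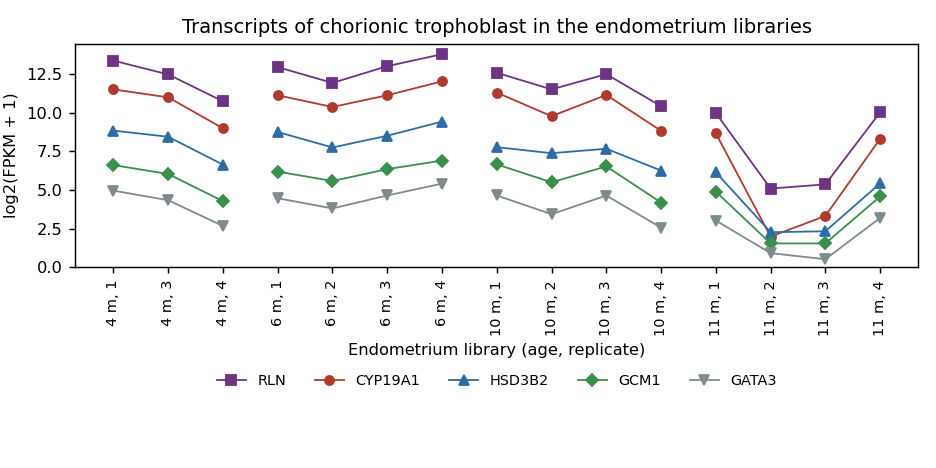
log2(FPKM + 1) of RLN, CYP19A1, HSD3B2, GCM1 and GATA3 in each of the 15 endometrial libraries by gestational age; each dot is 1 library and lines join the libraries of one age. CYP19A1 ranges from 2.96 to 407 FPKM among the 11 m libraries, and the other 4 genes are also lowest in 11 m replicates 2 and 3.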

Although we cannot rule this out completely, transcript expression levels suggest that this the endometrium itself is an important source of aromatase transcript, as the transcript expression patterns are different between the two tissues and the levels of endometrial transcript are higher than would be expected for contamination alone (24 ± 16% of CA expression).

Relaxin was found to be highly expressed in both the chorioallantois and endometrium (Table 2), despite being previously described as specific to the chorioallantois [51]. 

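In the endometrium RLN (ENSECAG00000013020, chromosome 23, 26092866 to 26097241) was at 6003 ± 4451 FPKM at 4 m (SD, n = 3), 8551 ± 4206 at 6 m, 4053 ± 2294 at 10 m and 531 ± 571 at 11 m (n = 4 each), a log2 change of -4.58 from 4 to 11 m (standard error 1.12, adjusted p = 0.00469). Its symbol was taken from S4 Table, since the deposited values give none. Single libraries ranged from 1709 to 10596 FPKM at 4 m and from 33.2 to 1043 at 11 m.

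RXFP1 (chromosome 2, 75840028 to 75947011), the receptor for relaxin, fell from 11.8 ± 5.32 to 1.17 ± 0.301 FPKM, a log2 change of -2.48 (standard error 0.29, adjusted p = 4.0e-05). The prolactin receptor PRLR had a log2 change of -1.89 (standard error 0.25, adjusted p = 8.6e-05). Of the 31 receptors for steroids, prostaglandins and peptide hormones listed, 23 were tested, of which 12 were lower at 11 m than at 4 m and 11 did not pass (14 lower when adjusted over the list alone). With median-of-ratios scaling 2 higher and 8 lower genes passed. The median log2 change was -0.61 (-0.25 after scaling), and the list did not stand apart from other genes in camera (adjusted p = 0.236).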

Production of relaxin in pregnancy is known to vary from species to species, including the endometrium (pigs) [52]. Although perhaps best known for its role in relaxing the pelvic ligaments prior to parturition, relaxin also has a number of additional functions, including angiogenesis, uterine and vaginal growth and inhibition of myometrial contractility during early gestation (reviewed in [53]). The high concentrations of relaxin transcript are intriguing and suggest relaxin is integral for the maintenance and support of equine pregnancy throughout gestation.

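The steroid enzyme with the largest change in the endometrium was HSD17B2 (ENSECAG00000012114, chromosome 3, 30331226 to 30393491), which inactivates estradiol to estrone. It had 281 ± 8.39, 273 ± 100, 70.6 ± 50.3 and 2.83 ± 2.12 FPKM at 4, 6, 10 and 11 m (SD, n = 3, 4, 4 and 4), a log2 change of -6.39 from 4 to 11 m (standard error 0.49, adjusted p = 1.6e-06). SULT1E1 was at 52.8 ± 17.6 FPKM at 11 m and had a log2 change of -3.18 (standard error 0.37, adjusted p = 3.5e-05) from 4 m, and between 10 and 11 m its log2 change was 1.43 (standard error 0.34, adjusted p = 0.0106). The change of STAR from 4 to 11 m was -2.79 (standard error 0.32, adjusted p = 3.3e-05). HSD11B1 (chromosome 5, 25757897 to 25788073), which regenerates active cortisol, rose from 19.1 ± 5.49 to 46.2 ± 7.04 FPKM, a log2 change of 1.26 (standard error 0.22, adjusted p = 5.2e-04).

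Of the 31 genes of steroid hormone synthesis and metabolism listed, 25 were tested, of which 3 were higher at 11 m than at 4 m, 15 were lower and 7 did not pass (3 higher and 15 lower when adjusted over the list alone). Of the 15 lower genes, CYP19A1 and HSD3B2 varied within ages with markers of chorionic trophoblast, as did HSD17B1, HSD17B12, HSD11B2, POR and CYP1B1 (r = 0.904, 0.865, 0.875, 0.877 and 0.830; rho = 0.907, 0.868, 0.832, 0.896 and 0.782; n = 15; adjusted permutation p for r of 0.0126 to 0.0358 and for rho of 0.0220 to 0.0747, over 163 genes). These 5 were named and tested after the values of the list were seen, on FPKM without scaling, so library scale is not separated from trophoblast level. Of the trophoblast markers themselves 11 were tested and 9 were lower at 11 m. After median-of-ratios scaling the counts were 5 higher and 10 lower. Over the list the median log2 change was -0.95 (-0.51 after scaling), and in camera the list did not stand apart (adjusted p = 0.426).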

The other prominent steroidogenic enzyme present in the endometrium was HSD3B2. Previously known as HSD3B1, this enzyme has been reported in the equine chorioallantois [32] and testis [54], as well as early pregnant porcine endometrium[55], but hasn’t previously been studied in the equine endometrium. In contrast, INHBA has been previously reported to be endometrium-specific [56], although these data suggest that it is also expressed at a lower, yet still significant, level in the chorioallantois (Table 2).

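INHBA (ENSECAG00000022448, chromosome 4, 12760757 to 12808732), whose product forms activin A as a dimer and inhibin A with an alpha subunit, was at 9546 ± 813 FPKM at 4 m (SD, n = 3), 7774 ± 819 at 6 m, 713 ± 519 at 10 m and 326 ± 125 at 11 m (n = 4 each) in the endometrium. The log2 change was -4.98 from 4 to 11 m (standard error 0.49, adjusted p = 1.1e-05), most of it between 6 and 10 m (-3.78, standard error 0.46, adjusted p = 5.0e-04). The spread between mares at 4 m was far smaller than for CYP19A1 and RLN. FST was at 0.356 ± 0.0793 FPKM at 11 m, a log2 change of -3.09 from 4 m (standard error 0.19, adjusted p = 2.7e-07). ACVR1B (chromosome 6, 70025282 to 70056170), a receptor through which activin signals, fell from 4.00 ± 0.283 to 1.54 ± 0.800 FPKM, a log2 change of -1.03 (standard error 0.21, adjusted p = 0.00135).

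**Figure D4:**
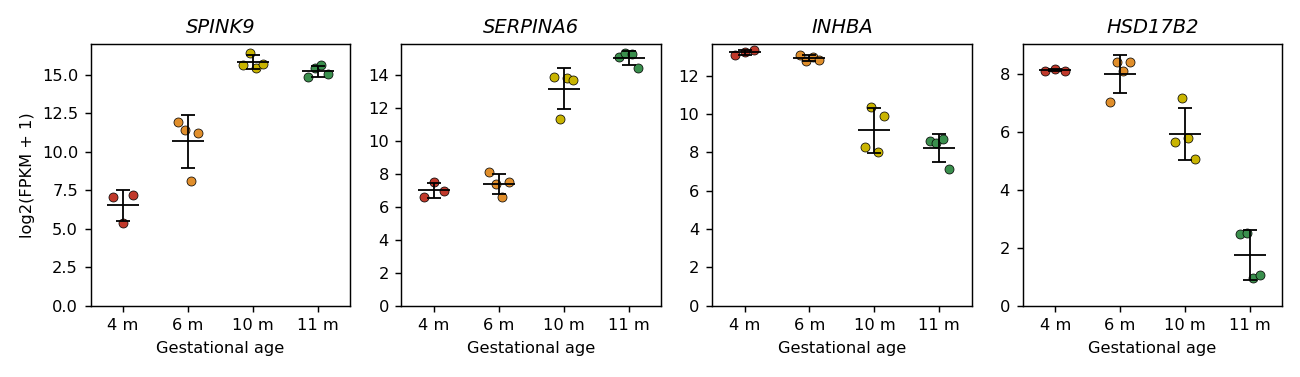
log2(FPKM + 1) of SPINK9, SERPINA6, INHBA and HSD17B2 in the endometrium by gestational age; dots are libraries and bars mean ± SD (n = 3 at 4 m, n = 4 at other ages). From 4 to 11 m the log2 change is 8.01 for SERPINA6 and -4.98 for INHBA.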

Additional knowledge comes from where the two tissues differ. For example, two of the top three EN-specific pathways were related to vesicle budding. 

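KDELR3, a receptor of vesicles that return from the Golgi, rose with a log2 change of 2.74 from 4 to 11 m (standard error 0.23, adjusted p = 2.5e-06). SURF4 (chromosome 25, 36162308 to 36169232), a cargo receptor of vesicles that leave the endoplasmic reticulum, had 44.9 ± 4.90 FPKM at 4 m (SD, n = 3) and 79.3 ± 8.90 at 11 m (n = 4), a log2 change of 0.80 (standard error 0.12, adjusted p = 2.4e-04). ARF1 (chromosome 14, 94279323 to 94296021), the small GTPase that recruits the COPI coat, fell from 77.7 ± 7.47 to 42.9 ± 3.97 FPKM, a log2 change of -0.84 (standard error 0.12, adjusted p = 1.2e-04), and ARFGAP2 (chromosome 12, 11673931 to 11684150), which switches it off, had a log2 change of -1.17 (standard error 0.16, adjusted p = 9.2e-05). Within ages ARFGAP2 varied with the mean of 10 trophoblast markers (Pearson r = 0.836, adjusted permutation p = 0.0126 over 163 genes, n = 15, tested after the values were seen). This test used FPKM without scaling, and ARF1 and SURF4 did not pass in it.

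Of the 36 genes of COPI and COPII vesicle traffic listed, 33 were tested, of which 7 were higher at 11 m than at 4 m, 11 were lower and 15 did not pass (7 higher and 11 lower when adjusted over the list alone). After median-of-ratios scaling 14 higher and 3 lower genes passed, and the median log2 change of -0.17 became 0.26. In camera the list lay above other genes without passing (adjusted p = 0.0777), and it passed after scaling (0.00972) and without 4 m replicate 4 (0.0463), 11 m replicate 1 (0.0264) or 11 m replicate 4 (0.0365), but not with an estimated correlation (0.945).

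Of the genes that fold secreted proteins or bring them into the endoplasmic reticulum, SPCS1 (chromosome 16, 36555860 to 36557424), a subunit of the enzyme that removes signal peptides, rose from 55.4 ± 5.87 to 119 ± 11.7 FPKM (log2 change 1.09, standard error 0.17, adjusted p = 2.5e-04), and SEC63 (chromosome 10, 58972876 to 59039624), a part of the translocation channel, from 42.0 ± 1.64 to 70.5 ± 9.87 (log2 change 0.72, standard error 0.12, adjusted p = 4.4e-04). SEC63 varied inversely within ages with the mean of 10 trophoblast markers (Pearson r = -0.787, adjusted permutation p = 0.0358 over 163 genes, n = 15), whereas SPCS1 did not pass. Of the 42 genes of protein folding and translocation listed, 41 were tested, of which 16 were higher at 11 m than at 4 m, 7 were lower and 18 did not pass (19 higher and 7 lower when adjusted over the list alone). With scaling 27 higher and 2 lower genes passed. The list's median log2 change was 0.31 (0.75 after scaling) and it was higher than other genes in camera (adjusted p = 4.0e-08), though not with an estimated correlation (0.496).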

The existence and importance of placenta-derived vesicles is well established; believed to be important for facilitating feto-maternal communication, these vesicles are present in maternal circulation as well as fetal fluids [57–59]. That said, they are hypothesized to have a strictly fetal origin [59], making the EN-exclusivity of this pathway worth further examination. These vesicles could also deliver histotroph, the uterine secretions which help support and maintain pregnancy.

The role of the both tissues in the immune system is highlighted as well, as many of the top 20 most highly expressed genes are immune-related (Table 2), with a number of immune-related pathways identified in both tissues (S3 and S4 Tables). 

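SPINK9 (ENSECAG00000036703, chromosome 14, 28680196 to 28684887) was at 105 ± 56.1 FPKM at 4 m (SD, n = 3), 2336 ± 1531 at 6 m, 59465 ± 20196 at 10 m and 39315 ± 9748 at 11 m (n = 4 each) in the endometrium. Its log2 change was 9.27 from 4 to 10 m (standard error 0.70, adjusted p = 3.8e-06) and 8.698 from 4 to 11 m (standard error 0.70, adjusted p = 2.1e-06), and it did not differ between 10 and 11 m (adjusted p = 0.570). SPINK7, a member of the same family, lies close to it on chromosome 14. WFDC2 (chromosome 22, 35440634 to 35444105), a secreted inhibitor of the whey acidic protein family, had 1196 ± 154 FPKM at 4 m and 10486 ± 1498 at 11 m, a log2 change of 3.13 (standard error 0.29, adjusted p = 7.6e-06).

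Of the 35 secreted protease inhibitors listed, 24 were tested, of which 9 were higher at 11 m than at 4 m, 9 were lower and 6 did not pass (9 higher and 9 lower when adjusted over the list alone). With median-of-ratios scaling 11 higher and 3 lower genes passed. Its members had a median log2 change of 0.12 (0.50 after scaling), and in camera the list was higher than other genes (adjusted p = 1.6e-04), but not with an estimated correlation (0.194). SERPINA14 and SLPI are on the list but were not tested, since they were above 0 in fewer than 50% of the samples.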

The most highly expressed gene overall was *SPINK9*, a serine protease inhibitor which was the most abundant transcript in EN, as well as the second most highly expressed transcript in CA (Table 2). Research into SPINK9 has primarily been in skin, with no known role in pregnancy [60]. In skin, SPINK9 has been shown to inhibit kallikrein-related peptidases (KLKs), particularly KLK5, as it is able to fully thwart KLK5’s ability to degrade fibrinogen [60]. Moreover, SPINK9 functions as an antimicrobial peptide which is able to kill multiple strains of Escherichia coli [61], and likely helps protect the placenta from bacterial invasion.

Many of the most highly expressed transcripts result in proteins which were identified in our previous work characterizing the proteome of fetal fluids [26] and the cervical mucus plug [62]. This confirms the importance of many of these products to pregnancy in the horse, as well as suggesting that some of these products could be produced in the placenta then transported to surrounding fluids and structures to help sustain the pregnancy. Analyzing data via WGCNA allowed the identification of genes which change synchronously throughout gestation, providing a more careful evaluation of the pathways being altered through gestation. By first identifying modules with consistent expression patterns, then identifying which modules change significantly through gestation, confidence in pathway identification can be increased. Additional confidence can be put into pathways which are overexpressed in two or more significant modules (S5 and S6 Tables).

This work represents the first serial study of the chorioallantois and endometrium through mid- to late-gestation based upon next-generation sequencing. These data highlight the dynamic changes occurring in these tissues throughout gestation, as well as providing information on the individual and combined function of the placental tissues. Although a number of pathways and molecules were highlighted in this manuscript, we could not hope to thoroughly describe all of the changes occurring, and as such, we sincerely hope that researchers will delve further into these data, using them to better understand their specific niche of gestational physiology.

## Supporting information

S1 Table P-Values, FDR P-Values, and locus for all genes in chorioallantois (CA) and endometrium (EN) throughout gestation. Significance calculated using a one-way ANOVA including all gestational stages (4 m, 6 m, 10 m, 11 m).
(XLSX)

S2 Table Gene clustering by K-means cluster based on normalized gene expression of genes with an FDR P Value < 0.05 across gestation. Genes were normalized on an individual basis, with the highest expression set to 1. Identity of the genes / cluster / tissue, including normalized value are included.
(XLSX)

S3 Table Pathways identified for differentially expressed genes (FDR P-value < 0.05) in chorioallantois and endometrium PANTHER GO-Slim Biological Process. In comparison tab, over represented pathways are highlighted in green; under-represented pathways in red.
(XLSX)

S4 Table Pathways identified for 250 most highly expressed genes in endometrium and chorioallantois using PANTHER GO biological process complete. Includes direct comparison of pathways identified in each tissue.
(XLSX)

S5 Table WGCNA analysis for chorioallantois. Each tab represents a separate module, including module correlation to gestational age and associated P-value, the list of genes included in the module and pathways identified by PANTHER Go Biological Process Complete for the genes included in each module (if applicable)
(XLSX)

S6 Table WGCNA analysis for endometrium. Each tab represents a separate module, including module correlation to gestational age and associated P-value, the list of genes included in the module and pathways identified by PANTHER Go Biological Process Complete for the genes included in each module (if applicable)
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

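Endometrium from pregnant mares was analysed in 15 RNA-seq libraries: 3 at 4 m of gestation (replicates 1, 3 and 4) and 4 each at 6, 10 and 11 m. Each library comes from a different mare, and replicate numbers do not pair libraries of different ages. Chorioallantois was not analysed here, nor was the 4 m library the authors left out. The values are FPKM of 31220 genes as deposited by the authors, who trimmed the reads with Trim Galore 0.4.4, mapped them to EquCab3.0 with STAR 2.5.2b and quantified genes of the Ensembl annotation with Cufflinks 2.2.1. The libraries were stranded; whether the strand was used in the quantification is not stated. Read counts were not used here. Coordinates are those of the deposited table on EquCab3.0, taken as counting from 1. The deposited table has no symbol for 13270 genes; 1 of these, RLN, was named from S4 Table. Of the genes the paper names, EIF2S3Y was found under no symbol and no value is given for it.

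The endometrial database was formed by the paper's rule: a mean FPKM over 1 at 1 or more ages and FPKM over 0 in at least 50% of the samples. Of 12588 genes with such a mean, 209 were left out by the rule on samples, and 12379 were tested. SERPINA14, LTF and SLPI, which the paper ranks in its Table 2, are among those left out here.

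Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend on intensity) on log2(FPKM + 1), with the 4 ages in one model. A moderated F test gave the genes changing across gestational age, and contrasts of the same model gave the 6 pairs of ages; p was adjusted by Benjamini-Hochberg within each, with 0.05 as the threshold. Adjusted p values and standard errors given for single genes come from this model, and a positive log2 change is higher at the later age. Other values were computed with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9). Means are arithmetic means of FPKM with the SD over mares. The share of changing genes highest at each age, the correlations (Pearson r) between mean FPKM of pairs of ages and the ranks (by the highest mean over ages, among genes with a symbol) follow the paper's methods and carry no test, except that the correlations run over the 12379 genes of the endometrial database, where the paper took the genes of both tissues' databases. Principal components were taken of log2(FPKM + 1) with genes centred and scaled. For the brown, magenta and yellow modules, whose gene lists from S6 Table were held in full here, the first component of the scaled FPKM was correlated with gestational month, with p from 100000 permutations. These modules were chosen by the study on the same libraries. S1 Table, S2 Table and the turquoise module of S6 Table were held only in part and no list was tested from them; the 1997 endometrial genes of S2 Table that were held all have the normalised means computed here, within 0.001. The share of FPKM in the 20 most abundant genes (by mean over the 15 libraries) and library measures were compared by exact permutation. Genes of Table 2 were compared with the mean of 10 trophoblast markers on log2(FPKM + 1) less the mean of each age, with p from 100000 permutations within ages, and so were 163 other genes: the other named genes and those of the lists of steroid and prostaglandin synthesis. No scaling of libraries was applied in these comparisons, so they do not separate trophoblast level from library scale.

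The genes named are those of Table 2; those the paper names for the endometrium, with the first 3 of the endometrial sheet of S1 Table; for 4 m against 11 m the 10 largest rises and 10 largest falls among genes with a symbol that passed, with a mean FPKM of at least 5 at one age and no overlap between the libraries of the 2 ages; for each other pair the 3 largest of each by the same rule; and from each gene list up to 4 members with the smallest p between 4 and 11 m. Values of the first 2 groups stood in the paper's tables when the rule was written. IHH and the gene that overlaps LCN2 fall outside the rule.

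Gene lists, 22 of pathways and 13 of cell types, were written from general knowledge: steroid hormone synthesis and metabolism; steroid, prostaglandin and peptide hormone receptors; prostaglandin synthesis and transport; secreted protease inhibitors; amino acid and glucose transporters; mitotic cell cycle; DNA replication and repair; cytosolic ribosomal proteins; spliceosome and splicing factors; proteasome; oxidative phosphorylation; ER protein folding and translocation; COPI and COPII vesicle traffic; collagens and extracellular matrix; matrix proteases; angiogenesis factors and receptors; antigen processing and presentation; interferon response; cytokines, chemokines and inflammatory regulators; iron handling; antioxidant enzymes; immediate early and tissue handling response; chorionic trophoblast; endometrial gland and luminal epithelium; ciliated epithelium; stromal fibroblast; smooth muscle; endothelium; erythroid cells; T cells; NK and cytotoxic cells; B and plasma cells; macrophages; neutrophils; mast cells. Members were counted as higher, lower or not passing between 4 and 11 m, adjusted over all genes and over the list alone, and each list was compared with all other genes by camera of limma with a preset correlation between genes of 0.01 and with an estimated one. Cell type lists give RNA levels of markers, not numbers of cells.

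The paper gives uniquely mapped reads as a mean over the endometrial samples, so depth per library was estimated here from the values. Relative depth was estimated from 3449 genes above 0 in 2 to 8 libraries, since in such genes the commonest ratio of FPKM between a pair of libraries is that of 1 fragment in each. On simulated libraries the estimate recovered the true ratios. These were built so that 1 fragment has this worth, so this tests the calculation and not the premise. In the data a median of 33.1% of such genes lay within 3 bins, of 0.05 on the log2 scale, of the commonest ratio. Differences near 0 FPKM at 11 m, the age with the lowest relative depth, are the least precise.

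The model was tested on simulated data with the same 15 libraries, ages and number of genes, of which 200 were changed between 4 and 11 m. It recovered 66% of genes changed by 1 and 92% of those changed by 2 on the log2 scale, none with the wrong sign, and called 10 of 12179 unchanged genes. Far fewer genes were changed than were called in the data, so the adjustment was stricter and these shares do not give the sensitivity there.

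Alternatives to these choices were: a pseudocount of 0.1; FPKM divided by a median-of-ratios size factor per library; FPKM rescaled without the 20 most abundant genes; TPM; quantile normalization; no filter; a mean FPKM over 5; a one-way F test on untransformed FPKM, as the paper's methods describe; limma without the trend; a block for the replicate number; a fit of the 2 groups alone; each library left out in turn; for the database an FPKM of 0.1 or more as expression, or a mean over 0.5; for the correlations log2 values, Spearman and leaving out the 20 most abundant genes; for ranks the mean over 15 libraries and genes without a symbol; and for the share of abundant genes 10 or 50 genes.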

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

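The tests on depth, on values listed at 0 and on retained villi were chosen only after the result was seen; the test on the share of the most abundant genes was not.

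Of the 5907 genes changing across gestational age 45.6% had their highest mean at 4 m, more than at any other age, and 13.7% at 11 m, and the median log2 change of the database from 4 to 11 m was -0.37. With all 10 m samples the lower depth of the 11 m libraries is argued against as the whole cause, since from 4 to 10 m, with like depth, the median was -0.27. This is 72.1% of that to 11 m, and 58.2 to 90.2% when each library was left out. With 10 m samples 1 and 3 only the median was -0.15, small enough that the rule of this test goes the other way, with depth as a cause. A growing share of FPKM in the 20 most abundant genes cannot be told apart from a fall of the other genes: with a fixed FPKM total it would force a change of -0.72 on these, but the total rose by 0.63 (0.35 without SERPINA14, LTF, SLPI and LCN2) and the sum of the other genes changed by -0.10, both on the log2 scale, so that the premise of the test did not hold. The direction rests on the scaling (22.9% highest at 4 m and 42.1% at 11 m after median-of-ratios scaling), and gestational age itself stays open.

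SERPINA14, LTF, SLPI and LCN2 were at 0 in some libraries and at 10846 FPKM or more in others. Of their 60 values 33 were at 0, and none lay between 0 and 10% of the gene's highest value. LCN2 was at 0 in 3 libraries, and ENSECAG00000036564 (chromosome 25, 32059291 to 32081694), a gene without a symbol that overlaps it, was at 0 in these 3 and in no other, while of 58 other genes with a value of 1000 FPKM or more only 2, of 69 and 71 bp, were ever at 0. Failed estimates at these loci are therefore a candidate cause of the zeros, which leaves the levels behind the zeros unknown and also bears on the share of the 20 most abundant genes; what made them fail was not tested. None of the 33 zeros was at 11 m, where relative depth was 19.8 to 31.6%, against 86.6% or more in every other library. Age and depth therefore cannot be told apart as to where the zeros fell. A difference between ages stays open, but for LCN2 the zeros fell on single mares of 6 and 10 m.

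CYP19A1 varied between mares of one age. Retained chorionic villi, which the paper saw in sections, are a candidate source: within ages, CYP19A1 varied with the mean of the other 10 trophoblast markers (Pearson r = 0.799, permutation p = 0.00506; Spearman rho = 0.843, permutation p = 0.00210; n = 15; r = 0.952 without the 2 farthest samples). HSD3B2, which is not on that list, did so too (r = 0.802, permutation p = 0.00430; rho = 0.800, permutation p = 0.00297; r = 0.898 without 2), as did CYP19A1 with HSD3B2 (r = 0.967, permutation p = 4.0e-05; rho = 0.964, permutation p = 6.0e-05; r = 0.959 without 2); adjusted over the 3 relations, p for r is 0.00506, 0.00506 and 1.2e-04. The most abundant markers of the list, RLN and CYP19A1, were at 6003 and 1821 FPKM at 4 m, CYP19A1 is also on the steroid list, and which of these genes endometrium free of villi expresses was not analysed here. The paper does not rule villi out but proposes the endometrium itself as an important source of aromatase transcript. Its reasons are a level above that expected from contamination and a pattern that differs between the tissues. It also names HSD3B2 among genes that rise in chorioallantois and fall in endometrium. The relations within ages were computed without scaling. Differences between mares in endometrial expression of the same genes stay open, as untested.

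For the named genes and the library measures, 537 groups of 4 mares were looked at, and in 29 of them 1 value lay far from the other 3 by Dixon's test, which chance alone does in about 1 in 20 groups, so their number is near that of chance. At 6 m, replicate 1 had SLC2A1 at 72.8 (146 to 155 in the other 3), ECM1 at 18.9 (16.9 to 17.2 in the other 3), FTH1 at 786 (393 to 424 in the other 3), TCN1 at 788 (21.4 to 107 in the other 3) and SPI2 at 17.6 (1.76 to 3.53 in the other 3). At 6 m, replicate 2 had ESRP1 at 7.70 (8.59 to 8.67 in the other 3) and CST3 at 1571 (626 to 722 in the other 3). At 6 m, replicate 3 had CXCL6 at 4.09 (1.31 to 1.55 in the other 3). At 6 m, replicate 4 had ITGB2 at 0.316 (1.25 to 1.42 in the other 3). At 10 m, replicate 1 had RPS10 at 396 (359 to 365 in the other 3). At 10 m, replicate 2 had SERPINA6 at 2563 (12956 to 15082 in the other 3), CNMD at 17.0 (1.81 to 4.03 in the other 3) and DRB at 17.9 (20.6 to 20.8 in the other 3). At 10 m, replicate 3 had APOE at 133 (81.4 to 88.2 in the other 3) and SERPINA14 at 32084 (0 in the other 3). At 10 m, replicate 4 had HMOX1 at 18.0 (23.9 to 25.0 in the other 3), CD14 at 8.53 (14.4 to 15.4 in the other 3), IRF7 at 1.41 (2.24 to 2.31 in the other 3), NDUFB8 at 27.9 (34.9 to 36.3 in the other 3), AKR1B1 at 7.03 (8.36 to 8.49 in the other 3) and SPCS1 at 126 (88.6 to 94.5 in the other 3). At 11 m, replicate 1 had AHSP at 1.47 (0 in the other 3). At 11 m, replicate 3 had ENO2 at 0.563 (0.420 to 0.424 in the other 3) and GZMK at 0.744 (0 in the other 3). At 11 m, replicate 4 had a relative depth of 19.8% (29.7 to 31.6% in the other 3), ARFGAP2 at 8.51 (6.07 to 6.29 in the other 3), HBA2 at 0.250 (0.620 to 0.675 in the other 3), HBA at 0.250 (0 in the other 3) and GSTA1 at 8.72 (0.152 to 1.33 in the other 3). Values are FPKM unless given as a percent.

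Of the 20 most abundant genes with a symbol, 6 were mitochondrial. Table 2 lists none of these.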

How the results depend on the processing

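The comparisons, their tests, the gene lists and the alternatives were set before the data were examined, except these, chosen only after results were seen: leaving out the 11 m samples, 10 m samples 1 and 3 only, loci of 2000 bp or more, correlations and ranks without mitochondrial genes, correlations without the rule on samples, and means or shares without the zeros or values of SERPINA14, LTF, SLPI and LCN2. No log2 change of a named gene that passed, and no list that passed in camera, changed direction under an alternative run for it, but the balance of the counts did. The age with the largest share of changing genes was 11 m in place of 4 m with median-of-ratios scaling and quantile normalization (values below). Higher and lower genes, more often lower in every pair as deposited, were 641 and 449 for 4 against 10 m (as deposited 412 and 1446) and 415 and 224 for 6 against 10 m (296 and 850) with median-of-ratios scaling. With quantile normalization they were 4 and 3 for 4 against 6 m, 2280 and 2046 for 4 against 11 m, 405 and 290 for 6 against 10 m, 2617 and 2235 for 6 against 11 m and 1802 and 1358 for 10 against 11 m; with the one-way F test 1 and 0 for 4 against 6 m; and with 10 m samples 1 and 3 only 141 and 110 for 6 against 10 m. The median log2 change of 7 of the 35 lists had the other sign after median-of-ratios scaling, and of 1 without 11 m replicate 4. The cause of a shift was not tested unless it is named.

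For genes changing across gestational age (5907), TPM gave 9993, a mean FPKM over 5, with fewer genes tested, 3923 and no 11 m samples, with fewer samples, 2876. For 4 against 6 m (3), the pseudocount of 0.1 gave 0, quantile normalization 7, no filter 10, a mean FPKM over 5 0, the one-way F test 1, limma without the trend 5, the 2 groups alone 0 and 10 m samples 1 and 3 only 5. For 4 against 10 m (1858), median-of-ratios scaling gave 1090, rescaling without the 20 most abundant genes 2813, TPM 7144, quantile normalization 1189, the 2 groups alone 2990, no 11 m samples 3371 and 10 m samples 1 and 3 only 593. For 4 against 11 m (5586), TPM gave 9719, a mean over 5 3632 and the one-way F test 3369. For 6 against 10 m (1146), the counts were 639 with median-of-ratios, 6347 with TPM, 695 with quantile normalization, 1779 for the 2 groups alone, 2726 without the 11 m samples and 251 with 10 m samples 1 and 3 only. For 6 against 11 m (5777), TPM gave 9428, a mean over 5 3766 and the one-way F test 3748. For 10 against 11 m (2347), TPM gave 3899, the one-way F test 533 and the 2 groups alone 971.

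The shares of changing genes highest at 4, 6, 10 and 11 m were 22.9, 20.8, 14.1 and 42.1% with median-of-ratios scaling, 50.5, 21.9, 5.86 and 21.7% without the 20 most abundant genes in the total, 64.1, 30.3, 3.15 and 2.44% as TPM and 24.0, 18.0, 12.2 and 45.7% after quantile normalization. With a mean over 5 they were 41.4% at 4 m, 8.41% at 10 m and 16.6% at 11 m, without the 11 m samples 56.3, 27.5 and 16.2% at 4, 6 and 10 m, and with 10 m samples 1 and 3 only 43.2% at 4 m and 12.5% at 10 m. The scalings set FPKM totals or medians equal between ages, and the shift between 4 and 11 m follows from that choice. The totals behind TPM include SERPINA14, LTF, SLPI and LCN2, whose zeros may be failed estimates.

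Leaving out 1 library gave 5071 (without 11 m replicate 2) to 6847 (without 11 m replicate 4) changing genes. By pair it gave 1 (without 6 m replicate 1) to 6 (without 6 m replicate 3) for 4 against 6 m, 749 (without 4 m replicate 3) to 2581 (without 11 m replicate 4) for 4 against 10 m, 4282 (without 4 m replicate 4) to 6679 (without 11 m replicate 4) for 4 against 11 m, 344 (without 6 m replicate 3) to 1832 (without 11 m replicate 4) for 6 against 10 m, 4643 (without 6 m replicate 3) to 6706 (without 11 m replicate 4) for 6 against 11 m and 1427 (without 10 m replicate 3) to 2960 (without 11 m replicate 4) for 10 against 11 m. Other libraries also moved a count by over 1.5 times: for 4 against 6 m 1 without 6 m replicate 2, 5 without 10 m replicate 1, 6 without 10 m replicate 4, 1 without 11 m replicate 2 and 5 without 11 m replicate 4; for 4 against 10 m 1011 without 4 m replicate 1, 775 without 4 m replicate 4 and 949 without 10 m replicate 4; for 6 against 10 m 453 without 6 m replicate 2, 680 without 10 m replicate 1, 721 without 10 m replicate 2 and 391 without 10 m replicate 4. The shares ranged from 39.8 (without 6 m replicate 1) to 49.0% (without 6 m replicate 3) at 4 m, 29.8 (without 6 m replicate 3) to 39.4% (without 6 m replicate 1) at 6 m, 6.29 (without 10 m replicate 1) to 8.44% (without 10 m replicate 2) at 10 m and 10.3 (without 11 m replicate 4) to 17.9% (without 11 m replicate 3) at 11 m. The difference in the share of FPKM in the 20 most abundant genes between 4 and 11 m, 26.6 points, ranged from 24.4 to 29.6; with 1 library fewer the exact test cannot pass 0.05, which says nothing about its stability.

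Replicate numbers do not pair the libraries: the 21 pairs of libraries with the same number had correlations of -0.333 to 0.259 after each age's mean was removed (median -0.0182, and 0.00901 for other pairs), and 3 of 15 libraries were closest to one of their own number. With the number as a block, 4942 genes changed, and the pairs gave 2, 1093, 4761, 630, 5238 and 1863, in the order above.

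Correlations of mean FPKM rest on the abundant genes. On log2 values, without the 20 most abundant genes and as Spearman they were 0.947, 0.840 and 0.942 for 4 and 10 m, 0.896, 0.773 and 0.881 for 4 and 11 m, 0.965, 0.870 and 0.961 for 6 and 10 m and 0.906, 0.748 and 0.888 for 6 and 11 m. Without mitochondrial genes, without the rule on samples and without both they were 0.519, 0.463 and 0.404 for 4 and 11 m and 0.528, 0.475 and 0.412 for 6 and 11 m. Of the 20 genes that Table 2 places among the 20 highest of the endometrium, 14 were among the 20 highest here, 12 with genes without a symbol included, 18 without mitochondrial genes and 14 to 15 when each library was left out. The brown module's correlation with gestational age was -0.492 after median-of-ratios scaling (permutation p = 0.0616).

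Of the 35 gene lists, 12 passed in camera; with an estimated correlation 0 did, and with each library left out 10 to 15. Median-of-ratios scaling added 3 lists and took 3 away, and the block added 1 and took 1 away. Of the 167 named genes, 137 passed between 4 and 11 m, and 129 to 139 with each library left out. Over these genes and the pairs they were named for, median-of-ratios scaling left 169 calls as they were, added 7 and took 12 away; the pseudocount of 0.1 and the block each took 3 away; and over all settings that leave out 1 library 7 calls were added and 38 lost.

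Other groupings of the same libraries into groups of the same sizes were run for each count. For the F test the real count was 5907 against 1892, the highest of the other groupings. It was 3 against 2 for 4 and 6 m, 1858 against 148 for 4 and 10 m and 5586 against 5559 for 4 and 11 m. For 6 and 10 m it was 1146 against 1, for 6 and 11 m 5777 against 3 and for 10 and 11 m 2347 against 1151. Each real count was the largest, 1 of 35 or for the F test 1 of 100. This is the smallest share that the groupings run allow, and it was not adjusted over the counts. Chance is thus a less likely source of the counts, but it is not excluded for any pair. The highest other grouping for 4 against 11 m sets 11 m replicates 1 to 3 against the 4 m libraries with 11 m replicate 4, and so keeps most of the contrast of ages. For 4 against 6 m and 4 against 11 m the lead over the next grouping is narrow: it is less than leaving out 1 library moves the count. The real count of these 2 pairs ranked first as for the others, and the narrow lead does not exclude chance either.

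Depth limits what is seen at 11 m: its libraries had 19.8 to 31.6% of the fragments of 6 m replicate 2, and more genes at 0 than any other age.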

Differences from the paper's values

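The paper's counts by pair and its shares at 6, 10 and 11 m are shown only in figures, and were read by eye. Alternatives named here were set before the data were examined unless said otherwise, and those not named stayed apart from the paper's value. A value is called within the paper's where it is within 1.5 times of it or no farther from it than the SD over the settings that leave out 1 library; for correlations only the SD counts.

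Of the genes changing across gestational age, 7.23% were highest at 10 m, against the paper's about 2.9% (Fig 4D, read by eye); TPM was within this. At 11 m the share was 13.7%, against the paper's about 8.7% (Fig 4D, read by eye); 2 of 15 settings that leave out 1 library were within this, as were 10 m samples 1 and 3 only, chosen after the values were seen (12.6%), and no other was.

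The correlation of mean FPKM was 0.577 between 4 and 11 m, 0.592 between 6 and 11 m and 0.843 between 10 and 11 m, against the paper's 0.474, 0.476 and 0.751. The gene sets differ: the paper took the genes of the chorioallantois and endometrium databases together, and here those of the endometrial database were used. No alternative was within these. Without the rule that a gene be above 0 in 50% of the samples, chosen after the values were seen, the correlations were 0.463, 0.475 and 0.751. This setting adds 209 genes and drops none. It gave 0.465 for 4 and 10 m and 0.528 for 6 and 10 m, the values in Table 1. For 4 and 11 m Table 1 also prints a second, lower value, which is nearer to the one without the rule.

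Between 4 and 11 m 5586 genes differed, against the paper's about 3300 (Fig 3B, read by eye), between 6 and 10 m 1146, against about 600 (Fig 3B, read by eye), between 6 and 11 m 5777, against about 2700 (Fig 3B, read by eye), and between 10 and 11 m 2347, against about 300 (Fig 3B, read by eye). The paper's counts come from a test the methods describe as on FPKM, at an adjusted p under 0.05. With the one-way F test on untransformed FPKM the counts were 3369, 790, 3748 and 533. It was within 1.5 times of the paper's value for 4 against 11 m, 6 against 10 m and 6 against 11 m, and for 10 against 11 m only within the SD, of 358 genes, where no other alternative was. A mean FPKM over 5 was within it for 4 against 11 m, 6 against 10 m and 6 against 11 m; median-of-ratios scaling, quantile normalization and the block for 4 against 11 m and 6 against 10 m; the 2 groups alone for 4 against 11 m; and the pseudocount of 0.1 and no filter for 6 against 10 m (these 2, and the mean FPKM over 5 for 6 against 10 m, only within the SD, of 415 genes). Of 15 settings that leave out 1 library, 5 were within it for 4 against 11 m and 11 for 6 against 10 m, 4 of the latter within 1.5 times of it and 7 only within the SD. For 6 against 10 m, 10 m samples 1 and 3 only, chosen after the values were seen, gave 251, within the SD.

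Ranks of transcript abundance differed for 12 of the 31 genes of Table 2. They were, with the paper's rank second: APOE 178 and 36, CTSL 30 and 15, ECM1 1973 and 254, FABP1 52 and 28, GM2A 33 and 19, HBA2 6060 and 98, HSD3B2 82 and 41, PLA2G10 210 and 138, PRDX1 132 and 47, S100A6 57 and 32, SPARC 81 and 33, and SPP1 9700 and 89. For PLA2G10, 7 of 15 settings that leave out 1 library were within the paper's rank, and for the other genes no alternative was. Without mitochondrial genes, chosen after the values were seen, CTSL (21), GM2A (24), FABP1 (41), S100A6 (46) and PLA2G10 (198) were within it. This drops none of the 31 genes. All 12 genes rank higher in the paper than here. The legend of Table 2 gives 4 samples per time point, against 3 libraries at 4 m here. The paper's methods, though, leave an endometrial 4 m sample out of later analyses. Whether that sample entered the paper's ranks was not tested.

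The paper states that no genes differed between 4 and 6 m; here 3 did, and 0 with the pseudocount of 0.1, with a mean FPKM over 5 or with the 2 groups alone. The paper places the most differing genes between 4 and 11 m; here more differed between 6 and 11 m (5777 against 5586), as with the one-way F test (3748 against 3369), while more differed between 4 and 11 m as TPM (9719 against 9428), when rescaled without the 20 most abundant genes (5538 against 5284) and without 6 m replicate 1 (5381 against 5379), 2 (5380 against 4838), 3 (5364 against 4643) or 4 (5513 against 5257). The paper places the majority of changing genes at their maximum at 4 m; here 45.6% were, the largest of the 4 shares, and over 50% were as TPM (64.1%) and when rescaled without the 20 most abundant genes (50.5%), and, in a setting chosen after the values were seen, without the 11 m samples (56.3%), which leaves 3 ages to share the genes. Table 2 ranks RLN above INHBA; here INHBA is 11th and RLN 12th, but RLN is above INHBA by the mean over 15 libraries (11th and 13th) and without 6 m replicate 2 (11th and 12th).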

Other observations

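This comparison was chosen only after the results were seen. The comparison of 4 with 11 m and that of 6 with 10 m share no mare. Of the 5586 genes that differed between 4 and 11 m, 91.3% had a log2 change of the same sign from 6 to 10 m (80.7% of 4569 after median-of-ratios scaling), with a correlation of the 2 log2 changes across these genes of 0.758. Of those that passed in both, 870 went the same way and 8 the opposite way (496 and 6 after scaling). A direction shared by all genes, as a difference in scaling gives, raises these values.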
